# In Vivo Chemical Reprogramming Is Associated With a Toxic Accumulation of Lipid Droplets Hindering Rejuvenation

**DOI:** 10.1111/acel.70390

**Published:** 2026-01-27

**Authors:** Wayne Mitchell, Cecília G. de Magalhães, Alexander Tyshkovskiy, Yushi Uchida, Ludger J. E. Goeminne, Takaharu Ichimura, Emery L. Ng, Alibek Moldakozhayev, Joseph V. Bonventre, Vadim N. Gladyshev

**Keywords:** aging, aging biomarkers, chemical reprogramming, lipid droplets, mitochondria, mitochondrial morphology, oxidative phosphorylation, rejuvenation, reprogramming

## Abstract

Partial reprogramming has emerged as a promising strategy to reset the epigenetic landscape of aged cells towards more youthful profiles. Recent advancements have included the development of chemical reprogramming cocktails that can lower the epigenetic and transcriptomic age of cells and upregulate mitochondrial biogenesis and oxidative phosphorylation. However, the ability of these cocktails to affect biological age in a mammalian aging model has yet to be tested. Here, we have characterized the effects of partial chemical reprogramming on mitochondrial structure and function in aged mouse fibroblasts and tested its in vivo efficacy in genetically diverse male UM‐HET3 mice. This approach increases the size of mitochondria, alters cristae morphology, causes an increased fusing of mitochondrial networks, and speeds up movement velocity. At lower doses, the chemical reprogramming cocktail can be safely administered to middle‐aged mice using implantable osmotic pumps, albeit with no effect on the transcriptomic age of kidney or liver tissues and only a modest effect on the expression of OXPHOS complexes. However, at higher doses, the cocktail causes a drastic reduction in body weight necessitating euthanasia. In the livers and kidneys of these animals, we observe significant increases in lipid droplet accumulation, as well as changes in mitochondrial morphology in the livers that are associated with mitochondrial stress. Thus, partial chemical reprogramming may induce mitochondrial stress and lead to significant lipid accumulation, which may cause toxicity and hinder the rejuvenation of cells and tissues in aged mammals.

## 1 Introduction

Aging is characterized by underlying molecular changes that manifest as phenotypic declines in function and increased risk of mortality (López‐Otín et al. 2013). Aging displays considerable heterogeneity between different cell types, tissues, species, sexes, and even individual organisms of the same species and sex (Bou Sleiman et al. 2022; Ferrucci and Kuchel 2021; Hägg and Jylhävä 2021; Shadel et al. 2021; Yang, Harrison, and Promislow 2023). However, declines in the functioning of essential cellular processes such as proteostasis, mitochondrial bioenergetic function, and DNA repair and structural maintenance are often shared across these groups, colloquially forming the hallmarks of aging. While several molecular theories of aging have been proposed, such as epigenetic information loss (Lu, Tian, and Sinclair 2023), deleteriome (Gladyshev 2016; Gladyshev et al. 2021), antagonistic pleiotropy (Austad and Hoffman 2018), or hyperfunction (Blagosklonny 2012; Gems 2022), causal data that ties the therapeutic targeting of any of these biological features in question to a robust extension of mammalian lifespan is lacking. Given that directly intervening in the aging process could delay the onset of multiple aging‐related diseases in humans simultaneously (Sierra 2016), there is a pressing need to develop therapies that target aging despite our mechanistic insight shortcomings. One avenue that circumvents this issue is to focus on pharmacological, genetic, and dietary interventions that reduce biological age, which is more representative of health status and future risk of disease than chronological age (Li et al. 2023; Rutledge et al. 2022; Zurbuchen et al. 2025). More advanced transcriptomic biomarkers (Tyshkovskiy et al. 2019, 2024), epigenetic clocks (Belsky et al. 2022; Lu, Fei, et al. 2023; Lu et al. 2019; Ying et al. 2024), and proteomics predictors of mortality (Goeminne et al. 2025; Oh et al. 2023) are continually being developed that can accurately and unbiasedly assess the impact of an intervention on mammalian aging and lifespan (Lu et al. 2019; McCrory et al. 2020).

The discovery of the Yamanaka factors (Takahashi and Yamanaka 2006) has led to considerable interest in adapting the forced expression of *Oct4*, *Sox2*, *Klf4*, and *Myc* (OSKM) to rejuvenate aged cells while simultaneously preserving their cellular identity (Paine et al. 2024; Singh and Zhakupova 2022). Cyclic partial reprogramming with OSKM can extend the lifespan of progeria mice (Ocampo et al. 2016) and ameliorate some molecular aspects of aging in wild‐type C57BL/6J mice (Browder et al. 2022), but it can also lead to teratoma formation and toxicity in the liver and intestines as these tissues reprogram faster than others (Parras et al. 2023; Sahu et al. 2024). However, partial reprogramming with OSK alone has been shown to avoid these toxicity challenges, whilst still being able to restore vision in mouse models of glaucoma and aging and extend lifespan in wild‐type mice (Lu et al. 2020; Macip et al. 2024). Further efforts to translate OSK partial reprogramming to other model organisms and diseases are ongoing (Ksander et al. 2023; Pereira et al. 2024). One challenge that persists in developing partial reprogramming as an effective gene therapy is the adeno‐associated virus (AAV) delivery of exogenous OSK to various organs. For example, while AAV9 can effectively induce OSK expression in the heart and liver, it is unable to do so in the brain or pancreas (Macip et al. 2024). Thus, there is an unmet need to either develop AAVs capable of delivering genes to the vast majority of organs, or to develop alternative strategies that can partially reprogram cells and tissues that do not rely on AAV delivery.

Recent advancements have also led to the full reprogramming of human somatic cells to induced pluripotent stem cells (iPSCs) using multi‐stage chemical cocktail treatments (Guan et al. 2022; Liuyang et al. 2023; Wang et al. 2025). iPSCs generated through chemical reprogramming have further been differentiated to islet‐like cells and autologously transplanted into a patient with Type 1 diabetes, resulting in sustained improvements in glycemic control (Wang et al. 2024). Short‐term treatment, or partial chemical reprogramming, of fibroblasts with a subset of these compounds, in contrast, does not lead to de‐differentiation but instead can affect several molecular features associated with aging (Schoenfeldt et al. 2022). Furthermore, treatment with several of these cocktails can lower the transcriptomic age of both non‐senescent and senescent mouse and human fibroblasts, respectively (Mitchell et al. 2024; Yang, Petty, et al. 2023). Mechanistically, partial chemical reprogramming is associated with strong upregulation of mitochondrial biogenesis and oxidative phosphorylation (OXPHOS) and global DNA hypomethylation that also reduces cellular epigenetic age (Mitchell et al. 2024). However, it is still currently unknown if partial chemical reprogramming can affect biological age in other cell types and tissues, and the impact of partial chemical reprogramming on mitochondrial biology is not fully elucidated.

Therefore, to more fully characterize the mechanisms of partial chemical reprogramming, we analyzed the effects of 7c (repsox, tranylcypromine, valproate, forskolin, CHIR99021, DZNep, 4‐[(E)‐2‐(5,6,7,8‐Tetrahydro‐5,5,8,8‐tetramethyl‐2‐naphthalenyl)‐1‐propenyl]benzoic acid (TTNPB)25) treatment on mitochondrial morphology, interaction networks, and movement dynamics using microscopy. In tandem, we delivered the 7c cocktail to genetically diverse UM‐HET3 male mice to evaluate its ability to impact organismal biological age based on transcriptomic biomarkers in liver and kidney tissues. While lower doses were well‐tolerated, they did not lead to robust gene expression changes in the livers and kidneys. In contrast, higher doses led to rapid weight loss and lowered body scores requiring euthanasia. Staining of the tissues from the animals that received high doses of the 7c cocktail revealed a strong increase in lipid droplet formation, as well as increased abundance of liver mitochondria with abnormal morphologies. Taken together, our results suggest that the increase in lipid droplet formation during 7c partial chemical reprogramming may arise from mitochondrial metabolic stress and may lead to toxicity in vivo.

## 2 Materials and Methods

### 2.1 Materials and Animals

Cell culture media, consumables, and reagents were acquired from ThermoFisher Scientific (Waltham, MA, USA). All other general chemicals and reagents were purchased from Sigma‐Aldrich (St. Louis, MO, USA). Male C57BL/6J mice were acquired from the National Institute on Aging (NIA) aged rodent colonies (Charles River Laboratories, Wilmington, MA, USA). Male UM‐HET3 mice were purchased from Charles River Laboratories. Mice were given standard 5053 diet (LabDiet, St. Louis, MO, USA) and water ad libitum, were housed on a 12/12 h light/dark cycle at ~21°C, and were allowed to acclimate for at least 2 weeks prior to any experiments. C57BL/6J mice were housed in a specific‐pathogen free (barrier) facility at 5 animals per cage, whereas UM‐HET3 mice were housed in the in‐and‐out (non‐barrier) facility at 3 animals per cage. All experiments using mice were performed in accordance with institutional guidelines for the use of laboratory animals and were approved by the Brigham and Women's Hospital and Harvard Medical School Institutional Animal Care and Use Committees under Protocol no. 2016N000368. Mouse ear fibroblasts were isolated from 25‐month‐old male C57BL/6J mice as previously described (Mitchell et al. 2024) and were used exclusively at low passage numbers for all assays (< 5). Chemical reprogramming compounds were obtained from the vendors listed in Table S1 and were used at the concentrations listed. Analgesics and other surgery supplies for the osmotic pump implantations were acquired from Patterson Veterinary Supply (Loveland, CO).

### 2.2 Embedding, Sectioning, and TEM Imaging

25‐month‐old mouse ear fibroblasts were treated with 7c or 50:50 PBS: DMSO vehicle for 6 days and cultured at 37°C, 5% CO_2_, and 3% O_2_ in DMEM/F12 supplemented with 10% FBS, 1× antibiotic and antimycotic, 1× non‐essential amino acids, and 50 μM β‐mercaptoethanol. Media and treatments were replaced once after 3 days. Cells were then seeded onto UV‐sterilized Aclar plastic coverslips in 24‐well plates and grown overnight at a starting cell density of 100,000 cells per well. After aspirating the media and rinsing once with PBS, cells were fixed in 2.5% glutaraldehyde, 1.25% paraformaldehyde, and 0.3% picric acid in 0.1 M sodium cacodylate buffer (pH 7.4) for 1 h at room temperature. Then, the cells were washed in 0.1 M sodium cacodylate buffer (pH 7.4), post‐fixed for 30 min in 1% osmium tetroxide and 1.5% potassium ferrocyanide, and washed twice in water and once in maleate buffer. Following this, cells were incubated in 1% uranyl acetate in maleate buffer for 30 min, followed by two washes with water and subsequent dehydration in grades of alcohol (5 min each: 50%, 70%, 95%, and 2 × 100%). Finally, the samples were embedded in TAAB Epon (TAAB Laboratories Equipment Ltd., Berkshire, England) and polymerized at 60°C for 48 h.

After polymerization, the Aclar plastic was peeled off, and a small area (~1 mm) of the flat embedded cells was cut out with a razor blade and remounted on an Epon block. Ultrathin sections (~80 nm) were cut on a Reichert Ultracut‐S microtome, picked up onto copper grids stained with lead citrate, and examined on a TecnaiG^2^ Spirit BioTWIN. Images were taken using an AMT 2k CCD camera. Measurements of mitochondrial size were performed manually in FIJI (Schindelin et al. 2012).

### 2.3 Oil Red O Staining

25‐month‐old mouse ear fibroblasts were treated with 2c (repsox, tranylcypromine), 7c, or 50:50 PBS: DMSO vehicle for 6 days and cultured at 37°C, 5% CO_2_, and 3% O_2_ in DMEM/F12 supplemented with 10% FBS, 1× antibiotic and antimycotic, 1× non‐essential amino acids, and 50 μM β‐mercaptoethanol. Media and treatments were replaced once after 3 days. Cells were then seeded in 24‐well plates and grown overnight at a starting cell density of 100,000 cells per well. Oil red O stock solution was prepared by dissolving 60 mg in 20 mL of 100% isopropanol and incubating at room temperature for 30 min. A working solution of Oil red O was prepared by mixing 6 mL of stock solution with 4 mL of water, incubating at room temperature for 10 min, and filter sterilizing through a 0.22‐μm filter. After aspirating the media, the cells were washed twice with PBS prior to fixation in 4% paraformaldehyde for 30 min on a rotator at room temperature. Following this, the cells were rinsed once with PBS, incubated for 5 min in 60% isopropanol, and then stained with Oil red O for 15 min. After rinsing five times with PBS, the cells were imaged on an EVOS microscope (ThermoFisher Scientific, Waltham, MA, USA). Following image acquisition, the PBS was aspirated and replaced with 200 μL of 100% isopropanol. After mixing and incubating for 2 min at room temperature, the solutions were withdrawn and added to a clear 96‐well plate, and the absorbances were read at 492 nm on a BioTek Synergy H1 microplate reader (Agilent Technologies, Lexington, MA, USA).

### 2.4 Osmotic Pump Implantations

Osmotic minipump models 1004 and 2004 were purchased from DURECT Corporation (Cupertino, CA, USA). Male UM‐HET3 mice were anesthetized with isoflurane using a precision vaporizer (SomnoFlo Suite, Kent Scientific) and primed pumps filled with either vehicle (50% *v*/*v* DMSO/PEG300) or 7c (valproate, DZNep, forskolin, TTNPB, tranylcypromine, repsox, CHIR99021) were randomly assigned and subcutaneously implanted for 28 days. To account for any potential cage effects, mice were housed individually after the procedure. Following 28 days of treatment, mice were euthanized by CO_2_ and cervical dislocation, after which blood and tissues were collected and either fixed in 4% paraformaldehyde overnight or flash‐frozen in liquid nitrogen and stored at −80°C.

### 2.5 Confocal Microscopy

For live cell imaging, 50,000 cells were seeded overnight on 35 mm Ibidi dishes with #1.5 polymer coverslips and stained for 30 min with 50 nM TMRM, 100 nM MitoView Green, and 10 μg/mL Hoechst 33342 in live cell imaging media (fibroblast growth media with 4 mM L‐glutamine and without phenol red). Cells were then imaged on a CSU‐W1 Yokogawa spinning disk with a 50 μm pinhole disk and an Andor Zyla 4.2 Plus sCMOS monochrome camera built around an inverted Nikon Ti microscope equipped with a heated enclosure and CO_2_ control. Cells were imaged with either a 20×/0.75 air or 100×/1.45 oil objective. Fluorescence intensities were quantified in FIJI (Schindelin et al. 2012), and mitochondrial morphology networks were analyzed using the Mitochondria Analyzer (MitoAnalyzer) plug‐in (Chaudhry et al. 2020) on the TMRM images. Time‐lapse mitochondrial morphology and dynamics were quantified using Mitometer (Lefebvre et al. 2021).

For imaging of fixed cells, 20,000 cells per well were seeded overnight on Nunc Lab‐Tek II 8‐chambered #1.5 coverglass that were coated with 0.2% gelatin for at least 1 h prior to cell seeding. Cells were then rinsed with PBS, fixed in 4% paraformaldehyde, and permeabilized with 0.3% Triton X‐100, all at room temperature. After blocking with 5% bovine serum albumin (BSA) for 30 min, cells were stained with 1:200 mouse anti‐Tom20 primary antibody (Novus Biologicals, Centennial, CO, USA) for 1 h, followed by 1:200 rabbit anti‐mouse AlexaFluor 568 secondary antibody (ThermoFisher Scientific, Waltham, MA, USA) for 1 h and 1 μg/mL DAPI for 10 min, all at room temperature before three final washes in PBS. Cells were imaged using a Zeiss point scanning LSM980 confocal built around a Zeiss Axio Observer Z1 and equipped with two multi‐alkali PMTs and a GaASP 32 channel spectral detector, an environmental enclosure, and a 63×/1.4 oil objective. 3D (*z*‐stack) images with either 0.2‐ or 0.5‐μm step sizes of mitochondrial morphology networks were analyzed using the MitoAnalyzer FIJI plug‐in (Chaudhry et al. 2020).

### 2.6 Tissue Sectioning and Staining

Fresh tissues were rinsed several times in PBS before fixing in 4% paraformaldehyde overnight at 4°C with gentle rotation. Then, tissues were cut with a razor blade and either infiltrated with 30% sucrose overnight or embedded in paraffin and cut into 5‐μm sections on a microtome. The sucrose‐infiltrated tissues were then frozen in OCT blocks and cut into 20‐μm sections on a cryostat.

Paraffin‐embedded sections were stained either with hematoxylin and eosin or Masson's trichrome according to standard, published procedures. OCT‐embedded sections were stained with Oil red O and counterstained with hematoxylin. Stained tissues were imaged on an Axio Imager 2 (Zeiss, Oberkochen, Baden‐Württemberg, Germany) using an EC Plan‐Neofluar 10×/0.3 M27 objective and an Axiocam 105 color camera. The percent of tissue stained with Oil red O for control and partially chemically reprogrammed tissues was determined by using the Trainable Weka Segmentation FIJI plug‐in (Arganda‐Carreras et al. 2017). Cellular and nuclear structures of hematoxylin‐ and eosin‐stained images were determined using QuPath (Bankhead et al. 2017).

Frozen kidney sections were hydrated in PBS and treated with 1% SDS in PBS for 5 min. After blocking with 3% BSA in PBS, the sections were incubated with primary antibodies for 1 h at room temperature. Goat polyclonal anti–KIM‐1 (R&D Systems, Minneapolis, MN, USA) was used as the primary antibody. For co‐staining, biotinylated *Lotus tetragonolobus* lectin (LTL; Vector Laboratories, Newark, CA, USA) was applied to detect proximal tubule brush borders. The sections were then incubated with Cy3‐conjugated anti‐goat IgG as the secondary antibody and streptavidin‐DyLight 488 for 30 min at room temperature. For phalloidin staining, the sections were incubated with FITC‐conjugated phalloidin (ThermoFisher Scientific, Waltham, MA, USA) for 30 min at room temperature. After final washes, the slides were mounted using Vectashield mounting medium containing DAPI (Vector Laboratories, Newark, CA, USA), and images were acquired using a Leica Stellaris 5 confocal microscope (Leica Microsystems, Wetzlar, Germany). Phalloidin‐stained tissues were imaged less than a week after staining in a single imaging session.

Frozen liver sections were washed three times for 10 min in PBS, then blocked for 1 h at room temperature in 5% BSA with 0.1% Triton X‐100 in PBS. Following blocking, sections were incubated overnight at 4°C in a humidified chamber with the primary antibodies rabbit anti‐Tom20 (1:300, Novus Biologicals, NBP2‐67501) and mouse anti‐PMP70 (1:300, Sigma‐Aldrich, SAB4200181) diluted in PBS containing 0.25% Triton X‐100. After primary antibody incubation, sections were washed three times for 5 min each in PBS and subsequently incubated overnight at 4°C with Alexa Fluor 647‐conjugated anti‐rabbit (1:500, ThermoFisher Scientific, A21244) and Alexa Fluor 568‐conjugated anti‐mouse (1:500, ThermoFisher Scientific, A11001) secondary antibodies diluted in PBS. After secondary antibody incubation, sections were washed three times for 10 min each in PBS, then incubated for 30 min at room temperature with BODIPY 493/503 (1:1000, MedChem Express, HY‐W090090) and DAPI (1:1000, Sigma‐Aldrich, D9542) diluted in PBS. Finally, sections were washed again three times for 10 min each in PBS, mounted with ProLong Glass Antifade Mountant (Invitrogen, P36980), and stored at 4°C overnight before imaging.

For each liver sample, three randomly selected regions were imaged using a Nikon Ti2 inverted spinning disk confocal microscope equipped with an Andor Zyla 4.2 Plus sCMOS monochrome camera. Images were acquired using a Plan Apo λ 100×/1.45 oil objective. Laser power, exposure time, and threshold settings were kept constant across all samples to ensure comparability. For each region, a complete *z*‐stack was collected at 0.9‐μm intervals. Images were processed in FIJI (Schindelin et al. 2012) to generate two‐dimensional projections and to apply linear brightness and contrast adjustments. To quantify donut‐shaped mitochondria, individual cells were manually segmented. Linear contrast enhancement and background subtraction were applied to improve the signal‐to‐noise ratio of the Tom20 staining. Mitochondria were automatically detected in CellProfiler version 4.2.6 (Stirling et al. 2021) using the Otsu adaptive thresholding method, allowing quantification of the total number of mitochondria per cell. Donut‐shaped mitochondria were then manually counted, as automated segmentation and shape‐based classification algorithms were unable to discriminate this morphology from other mitochondrial forms.

### 2.7 RNA‐Seq

RNA from ~30 mg of flash‐frozen tissue was purified using a direct‐zol RNA miniprep kit (Zymo Research, Irvine, CA, USA) after tissue homogenization using a Bead Ruptor Elite homogenizer (OMNI International, Kennesaw, GA, USA) and 2‐mL tubes pre‐filled with 2.8‐mm ceramic beads. RNA concentration was measured by Qubit using the RNA HS assay kit, and library prep and sequencing were performed as described previously (Mitchell et al. 2025). Reads were mapped to the mouse genome (GRCm39) with STAR (version 2.7.11b) and counted via featureCounts (version 2.0.6). To filter out non‐expressed genes, we left only genes with at least 10 reads in at least 50% of samples separately for liver and kidney datasets. Differentially expressed genes were identified separately for each tissue using a one‐way ANOVA model through the edgeR package (Robinson et al. 2010).

### 2.8 Transcriptomic Signature Analysis

To explore how transcriptomic alterations induced by 7c treatment relate to known molecular signatures of aging, lifespan regulation, and reprogramming, we conducted functional enrichment analysis. We utilized reference datasets encompassing tissue‐specific aging signatures from liver, kidney, and brain, as well as multi‐tissue biomarkers of biological age and expected mortality, adjusted for chronological age (Mitchell et al. 2025; Tyshkovskiy et al. 2023). Additionally, we included a hepatic signature of expected maximum lifespan in rodents (Tyshkovskiy et al. 2024), along with transcriptional profiles of iPSC reprogramming via OSKM factor induction in mice and across species (Kriukov et al. 2022). For each tissue (liver and kidney), we ranked genes using a signed log‐transformed *p*‐value metric estimated through differential expression analysis:

$$-\log\left(\mathrm{pv}\right)\times \mathrm{sgn}\left(\mathrm{lfc}\right)$$

where *pv* and *lfc* are *p*‐value and logFC of a certain gene, respectively, and sgn is the signum function (equal to 1, −1, and 0, if value is positive, negative, or equal to 0, respectively). Ranked gene lists were then subjected to gene set enrichment analysis (GSEA) using the fgsea package in R, with 10,000 permutations and multilevel Monte Carlo sampling. Gene sets were drawn from the HALLMARK, KEGG, and REACTOME collections of the Molecular Signatures Database (MSigDB). The same enrichment pipeline was applied to reference signatures of aging, mortality, maximum lifespan, and iPSC reprogramming. To quantify similarities between 7c‐induced and reference gene expression biomarkers, we computed Spearman correlations between normalized enrichment scores (NES).

### 2.9 Transcriptomic Age Analysis

The filtered RNA‐seq data were processed with Relative Log Expression (RLE) normalization, log‐transformation, and scaling. Missing expression values for clock genes not detected in the dataset were imputed using their corresponding precomputed average values. Normalized gene expression profiles were centered to the median profile of control samples. Transcriptomic age (tAge) for each sample was estimated using Bayesian Ridge multi‐tissue transcriptomic clocks of chronological age and expected mortality (Tyshkovskiy et al. 2024). Module‐specific transcriptomic clocks of chronological age were applied to scaled relative gene expression profiles of control, 2c‐, and 7c‐treated cells identified previously (Mitchell et al. 2024) using the same framework.

### 2.10 Proteomics and Phosphoproteomics Analysis

To compare differential protein abundance and differential phosphorylation of 2c versus 7c, we re‐analyzed our TMT proteomics and phosphoproteomics datasets described previously (Mitchell et al. 2024), with the same msqrob2 (Goeminne et al. 2016, 2018) model structure that includes the treatment (control, 2c, or 7c), age group (4 months, or 20 months), and the treatment: age group interaction as covariates. We also reused the GSEA described previously (Mitchell et al. 2024). For the targeted phosphoprotein enrichment analysis in Figure S2C, we performed GSEA on the protein‐level enrichments from the phosphopeptides (Mitchell et al. 2024) with only the four gene sets: “Structural constituent of muscle (Gene Ontology identifier (GO): 0008307),” “Lipolysis in adipocytes (Kyoto Encyclopedia of Genes and Genomes identifier (KEGG): mmu04923),” “Mitochondrion (GO: 0005739),” and “mRNA splicing, via spliceosome (GO: 0000398).”

### 2.11 Western Blotting

Approximately 30‐mg pieces of flash‐frozen liver tissues were homogenized in 60 mM Tris–HCl, pH 6.8, 5% SDS buffer in 2‐mL tubes pre‐filled with 2.8‐mm ceramic beads on a Bead Ruptor Elite homogenizer (OMNI International, Kennesaw, GA, USA). Following homogenization, samples were spun at 12,000× *g* for 2 min and the protein concentration of the supernatants was measured by BCA assay using a BioTek Synergy H1 microplate reader (Agilent Technologies, Lexington, MA, USA). 15 micrograms of protein were loaded onto TGX 4%–15% gradient gels (Bio‐Rad, Hercules, CA, USA) and run at 120 V for ~1 h, transferred to PVDF membranes, and blotted for β‐actin (Santa Cruz Biotechnology, Dallas, TX, USA) or OXPHOS subunits (ThermoFisher Scientific, Waltham, MA, USA). Blots were visualized by staining with IRDye 680RD secondary antibody and imaging on a LI‐COR Odyssey Fc molecular imager (Lincoln, NE, USA).

### 2.12 Measurement of Cellular ATP, NAD ^+^, and NADH

Cellular ATP, NAD+, and NADH levels were measured using luminescence‐based detection kits from Promega (Madison, WI, USA). Luminescence was measured in white opaque 96‐well plates on a BioTek Synergy H1 plate reader (Agilent Technologies, Santa Clara, CA, USA).

### 2.13 Measurement of Cellular Lysosome Content

Live cells were seeded onto 35 mm Ibidi dishes as described previously and stained with 50 nM LysoTracker Green, 50 nM TMRM, and 10 μg/mL Hoechst 33342 in live cell imaging media for 20 min at 37°C, 5% CO_2_, and 3% O_2_ before imaging. Cells were imaged on an Axio Observer 7 using a Plan‐Apochromat 40×/1.3 oil objective. Lysosomal and mitochondrial areas were measured using FIJI (Schindelin et al. 2012) after rolling ball background subtraction and Otsu thresholding.

### 2.14 Statistical Analysis

For the proteomics and phosphoproteomics analysis, we used the msqrob2 and GSEA analyses described before (Mitchell et al. 2024). For comparison of transcriptomic ages (tAges), predicted by composite clocks, a mixed‐effects ANOVA model was implemented via the rma.uni function from the metafor package in R. For comparison of tAges estimated by module‐specific clocks, a one‐way ANOVA was used. For omics analyses, *p*‐values were adjusted for multiple testing with the Benjamini–Hochberg method (Benjamini and Hochberg 1995). In other cases, *p*‐values for comparisons between control and partially reprogrammed groups were determined by two‐tailed unpaired or paired *t*‐tests assuming equal variance. Statistical tests were performed using either the R package limma (Ritchie et al. 2015) or GraphPad Prism version 10.2.3. All measurements consist of at least *n* = 3 independent biological replicates with their corresponding means (bar height) and standard deviations (error bars) depicted in the figures.

## 3 Results

### 3.1 Partial Chemical Reprogramming With the 7c Cocktail Affects Mitochondrial Bioenergetics, Networks, Dynamics, and Morphology in Fibroblasts

Previously, we reported that partial chemical reprogramming with only the 7c and not the 2c (repsox, tranylcypromine) cocktail drove a significant increase in OXPHOS expression and mitochondrial spare respiratory capacity (Mitchell et al. 2024). Therefore, we further investigated the effects of 7c treatment on mouse fibroblast mitochondrial function, morphology, and interaction networks using live‐cell imaging. Co‐staining fibroblasts with mitochondrial transmembrane potential‐independent (MitoView Green) and ‐dependent (TMRM) dyes revealed that 7c increased the fluorescence intensity of both compared to control cells treated with vehicle (Figure 1A, left panels). Moreover, we used the TMRM signal to construct 2D masks of the mitochondrial networks (Figure 1A, right panels). When we normalized the TMRM signal to account for changes in mitochondrial mass detected by MitoView Green, we still observed a significant increase in the mitochondrial transmembrane potential following 6 days of 7c treatment (Figure 1B). We then used the 2D masks to measure the effects of partial chemical reprogramming with 7c on mitochondrial size and interaction networks. Following 7c treatment, we observed significant increases in mitochondrial area and perimeter, in addition to the number of branches, total branch length, and branch junctions (Figure 1C). To see if these observations coincided with changes in TCA cycle function, we measured ATP, NAD^+^, and NADH levels in control‐ and 7c‐treated cells (Figure 1D). Contrary to expectation, 7c treatment lowered ATP levels and the cellular NAD^+^/NADH ratio, which is an indicator of cellular metabolic health and redox state (Lin and Guarente 2003; Williamson et al. 1967). Since 7c treatment may be inducing mitochondrial stress as a result of increased OXPHOS activity, we then stained live cells for lysosomes with LysoTracker Green (Figure 1E). We found that 7c treatment causes increased lysosome formation as determined by the normalized ratio of LysoTracker to TMRM area (Figure 1E, right), which may be in response to increased mitophagy of stressed and/or dysfunctional mitochondria.

**FIGURE 1:**
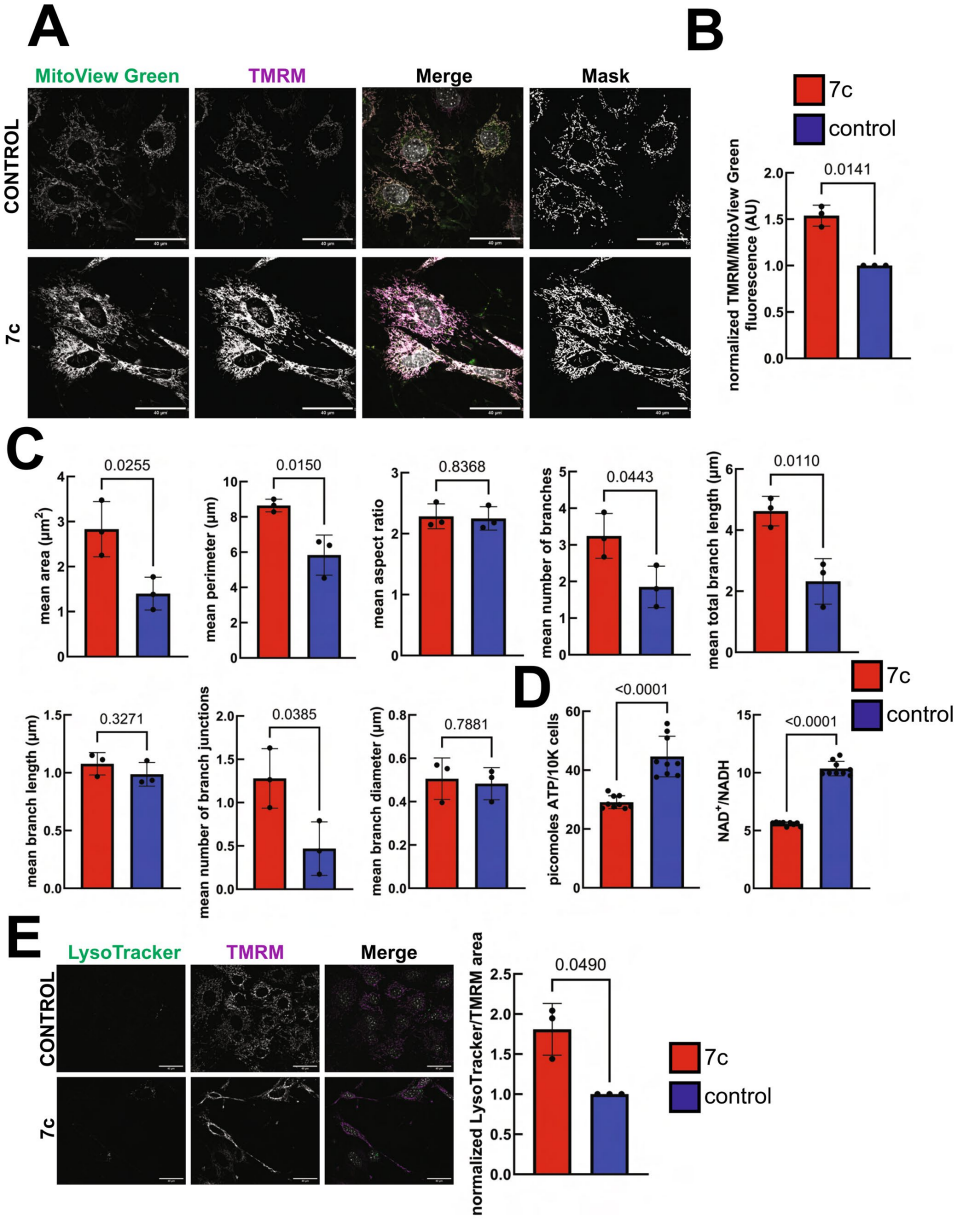
Effect of 7c treatment on mitochondrial 2D morphology and function in mouse fibroblasts. (A) MitoView Green and TMRM staining in live cells. 2D masks (right panels) were generated by thresholding using the MitoAnalyzer FIJI plug‐in (Chaudhry et al. 2020). Scale bars: 40 μm. (B) Quantification of mitochondrial transmembrane potential. TMRM signal was normalized to account for changes in mitochondrial mass by dividing by the MitoView Green signal. Error bars represent sample means ± standard deviation (SD). *p*‐value was determined by two‐tailed paired *t*‐test. *n* = 3 independent biological replicates. (C) Measured mitochondrial 2D parameters. *p*‐values were determined by two‐tailed unpaired *t*‐test. *n* = 3 independent biological replicates per treatment. Error bars represent sample means ± SD. (D) Cellular ATP, NAD^+^, and NADH levels. *p*‐values were determined by two‐tailed unpaired *t*‐test. *n* = 3 independent biological replicates per group, with 3 technical replicates for each biological replicate. Error bars represent sample means ± SD. (E) Cellular lysosome content. Live cells were stained with TMRM and LysoTracker Green (left panels). Scale bars: 40 μm. Lysosome content was quantified by normalizing LysoTracker area to TMRM area (right panel). Error bars represent sample means ± SD. *p*‐value was determined by two‐tailed paired *t*‐test. *n* = 3 independent biological replicates per treatment.

We further collected time‐lapse TMRM images (10 s intervals, 3 min total) and analyzed them to determine the impact of partial chemical reprogramming on mitochondrial movement dynamics. Relative to control cells, we observed that 7c treatment increased the average total distance traveled (Figure 2A) and displacement (distance from starting position) (Figure 2B) of the mitochondria, which was further supported by significant increases in mitochondrial movement speed (rate of movement) (Figure 2C) and velocity (rate of movement in a given direction) (Figure 2D).

**FIGURE 2:**
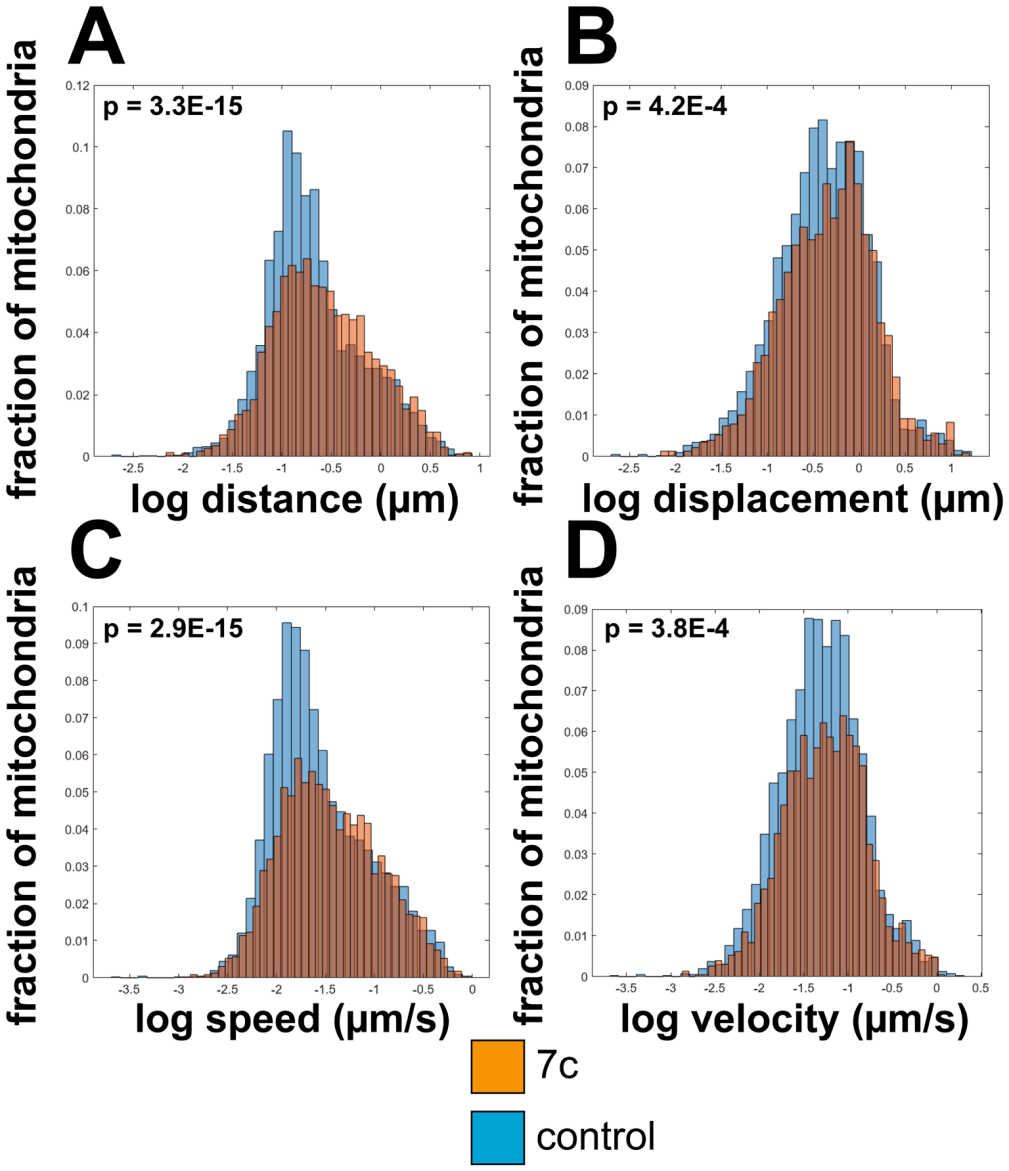
Effect of 7c treatment on mitochondrial 2D dynamics. (A) Distance. (B) Displacement (C) Speed. (D) Velocity. *p*‐values were determined by one‐way ANOVA using the Mitometer MATLAB plug‐in (Lefebvre et al. 2021). Data represents *n* = 15 movies per treatment group across 3 independent biological replicates (5 movies for each biological replicate).

To more precisely measure the effect of 7c partial chemical reprogramming on mitochondrial morphology, we fixed and stained cells for Tom20 and collected 0.2 μm z‐stacks. We then generated 3D masks of the mitochondrial networks using the MitoAnalyzer FIJI plug‐in (Chaudhry et al. 2020) (Figure 3A). Control experiments using pre‐treatment with a mitochondrial uncoupler (CCCP, Figure S1) demonstrated that dissipation of the mitochondrial transmembrane potential significantly decreases mitochondria size, induces the formation of more spherical mitochondria, and disrupts mitochondrial branching networks. Following 7c treatment, we observed significant increases in mitochondrial volume, surface area, number of branches, and total branch length (Figure 3B). Taken together, these data further verify that partial chemical reprogramming induces significant effects on mitochondrial function, morphology, and dynamics.

**FIGURE 3:**
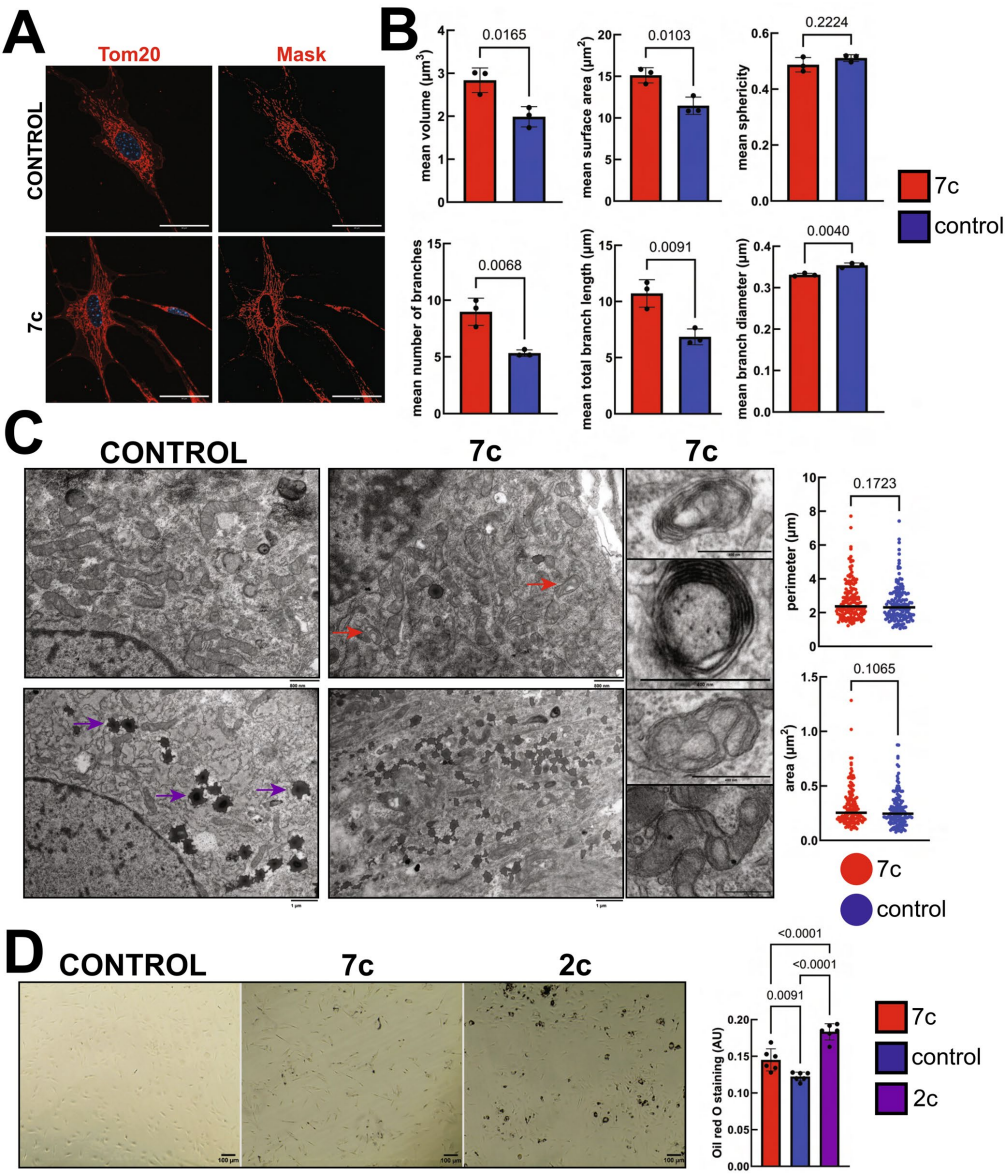
Effect of 7c treatment on mitochondrial 3D morphological networks, cristae morphology, and lipid droplet formation. (A) 3D projections of Tom20 staining. Maximum intensity projections of Tom20 staining (left panels) and 3D projections of masks (right panels) generated using the MitoAnalyzer FIJI plug‐in (Chaudhry et al. 2020). Scale bars: 40 μm. *Z*‐stacks were obtained using a 0.2‐μm step size. (B) Measured 3D mitochondrial parameters. *p*‐values were determined by two‐tailed unpaired *t*‐test. *n* = 3 independent biological replicates per treatment. Error bars represent sample means ± SD. (C) TEM images of lead citrate‐stained ultrathin fibroblast cell sections. Red arrows indicate mitochondria with abnormal/circular cristae morphology. Purple arrows indicate example lipid droplets. Single examples of atypical cristae morphology are shown to the right (scale bars: 400 nm). Bars in graphs to the right represent sample means. *p*‐values were determined by two‐tailed unpaired *t*‐test. *n* = 100 randomly selected mitochondria per treatment from images taken of 3 independent biological replicates. (D) Oil red O staining. Brightfield images of cells stained with Oil red O (left panels), and quantification of amount of Oil red O staining based on absorbance at 492 nm (right panel). Scale bars: 100 μm. *p*‐values were determined by one‐way ANOVA and Tukey's post hoc test. *n* = 6 independent biological replicates. Error bars represent sample means ± SD.

### 3.2 7c Treatment Affects Cristae Morphology and Increases Lipid Droplet Accumulation in Fibroblasts

As cristae structure and density is closely associated with mitochondrial bioenergetic function (Baker et al. 2019), we then used transmission electron microscopy (TEM) to ascertain the impact of 7c treatment on cristae morphology (Figure 3C). In control cells, we observed typical cristae morphology characterized by tightly stacked, thin lamellae that fully cross the mitochondrial minor axes. However, with 7c‐treated cells, we noticed a larger proportion of mitochondria with circular and/or onion‐like cristae (red arrows). Although not statistically significant, we also saw a trend towards increased mitochondrial area and perimeter following 7c treatment. Unexpectedly, we also observed an increase in the number of lipid droplets (purple arrows) following partial chemical reprogramming. We validated our findings by quantifying Oil red O staining in control‐, 2c‐, and 7c‐treated cells (Figure 3D). As expected, we observed significant increases in Oil red O staining following 7c treatment compared to control cells, whereas 2c treatment caused an even greater amount of intracellular lipid droplets to form. Given these results, we then re‐analyzed our proteomics and phosphoproteomics datasets (Mitchell et al. 2024) to look specifically at differences in protein abundance following 7c treatment relative to 2c treatment. In this previous study, we observed significant changes to spare respiratory capacity and cell epigenetic age only with 7c. Thus, we wanted to see if we could parse out which biological pathways could be responsible for the divergent effects of the 7c and 2c cocktails. In both fibroblasts isolated from young (4‐month‐old) and old (20‐month‐old) C57BL/6J male mice, we observed a similar higher abundance of OXPHOS‐related proteins (e.g., electron transport chain, mitochondrial translation, mitochondrial organization), and a lower abundance of cell cycle‐related proteins (e.g., chromosome organization S phase, histone modification, DNA elongation), after 7c treatment relative to 2c treatment (Figure S2A). At the phosphoproteome level, we noticed key differences in the effects of 2c and 7c on chromatin organization and ion transport, particularly in old mouse fibroblasts (Figure S2B). Based on our previous observations that only 7c significantly increases cellular spare respiratory capacity (Mitchell et al. 2024), we then specifically re‐analyzed the phosphoproteomic data to assess differential phosphorylation in proteins related to the mitochondrion, lipolysis, structural muscle constituents, and the spliceosome, between 2c and 7c treatments in young and old fibroblasts (Figure S2C). We found that biological processes related to lipolysis and structural muscle constituents are more phosphorylated in 2c‐treated fibroblasts compared to 7c‐treated fibroblasts, both in young and old cells. Conversely, proteins related to the mitochondrion were significantly more phosphorylated in old 7c‐treated fibroblasts compared to old 2c‐treated fibroblasts. Therefore, we determined that the 7c and 2c cocktails differ primarily in their impact on lipid droplet formation, mitochondrial OXPHOS, and cell proliferation, which all may be interrelated.

### 3.3 Short‐Term, Low Dose 7c Treatment Does Not Strongly Impact Molecular Biomarkers of Biological Age in Male Mice

We then sought to investigate whether 7c partial chemical reprogramming could affect molecular biomarkers of aging in a genetically heterogeneous mouse model. We chose to use the 7c cocktail because we previously showed that it robustly decreased the transcriptomic and epigenetic age of mouse fibroblasts (Mitchell et al. 2024). To address the challenge of the 7c compounds' high insolubility in water and the potential toxicity of larger amounts of DMSO administered in vivo, we developed a system for stable, long‐term delivery of the 7c cocktail over a 1‐month period using subcutaneously (SQ) implantable osmotic minipumps (Figure 4A). A solvent of 50% DMSO and 50% PEG_300_ effectively solubilized the 7c cocktail and was compatible with the pumps. Additionally, the volume of pure DMSO (which is toxic [Galvao et al. 2014; Worthley and Schott 1969]) delivered per day was less than 4 μL, and the minor surgical procedure was well‐tolerated by aged mice (Mitchell et al. 2025; Sweetwyne et al. 2017). We delivered 0.1 mg/kg/day of 6c (repsox, tranylcypromine, DZNep, forskolin, CHIR99021, TTNPB) and 1 mg/kg/day of valproate to 12‐month‐old male UM‐HET3 mice for a period of 28 days (Table S1), with control mice receiving pumps filled only with solvent. 

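Liver and kidney RNA came from 10 male UM-HET3 mice, 6 treated with 7c and 4 with vehicle, which gave 20 libraries. In the 7c group, 0.1 mg/kg/day of each of 6 compounds and 1 mg/kg/day of valproate were delivered over 28 days to mice that were 12 months old at the start. UM-HET3 mice are genetically heterogeneous, so that each animal carries its own mixture of alleles. The libraries were stranded and made from polyadenylated RNA, and the authors aligned the reads to GRCm39 with STAR and counted them with featureCounts. The deposited values are raw counts of 57010 genes listed by Ensembl identifier, without normalization or a filter, and 22978 of these genes had 0 counts in all 20 libraries. In liver, the total count had a median of 29868582.5 in the 7c group (range 28383359 to 30571119) and 33372709.5 in the vehicle group (31670440 to 34153084), so that every 7c library was smaller than every vehicle library. In kidney, the median was 37373150 in the 7c group (33003173 to 64872451) and 36898642 in the vehicle group (27855849 to 39651123). In all 90 pairs of libraries of the same tissue, 42 within a treatment and 48 of 7c and vehicle, the chi-square per gene between the pair was at least 23.2, so no library of a tissue was repeated under another label. The sex genes were read as a check of the labels, and Xist had at most 16 counts per liver and 10 per kidney, while the Y-linked gene Ddx3y had at least 1213 counts per liver and 530 per kidney. The filter stated in the paper, at least 10 counts in at least 50% of the samples of a tissue, left 15012 genes in liver and 17749 in kidney. Expression was normalized by edgeR's TMM method and is given as CPM, and 7c was compared with vehicle in each tissue by edgeR's quasi-likelihood F-test with Benjamini-Hochberg adjustment at a threshold of 0.05. On counts simulated from these libraries, with 200 genes changed by 1 or 2 on the log2 scale in either direction, this test recovered 139 genes with 2 false calls among 14606 liver genes. Among 17270 simulated kidney genes it recovered 144 with 5 false calls.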

After 28 days of treatment, the mice were euthanized, and RNA extracted from their livers and kidneys were analyzed using bulk mRNA‐seq.

**FIGURE 4:**
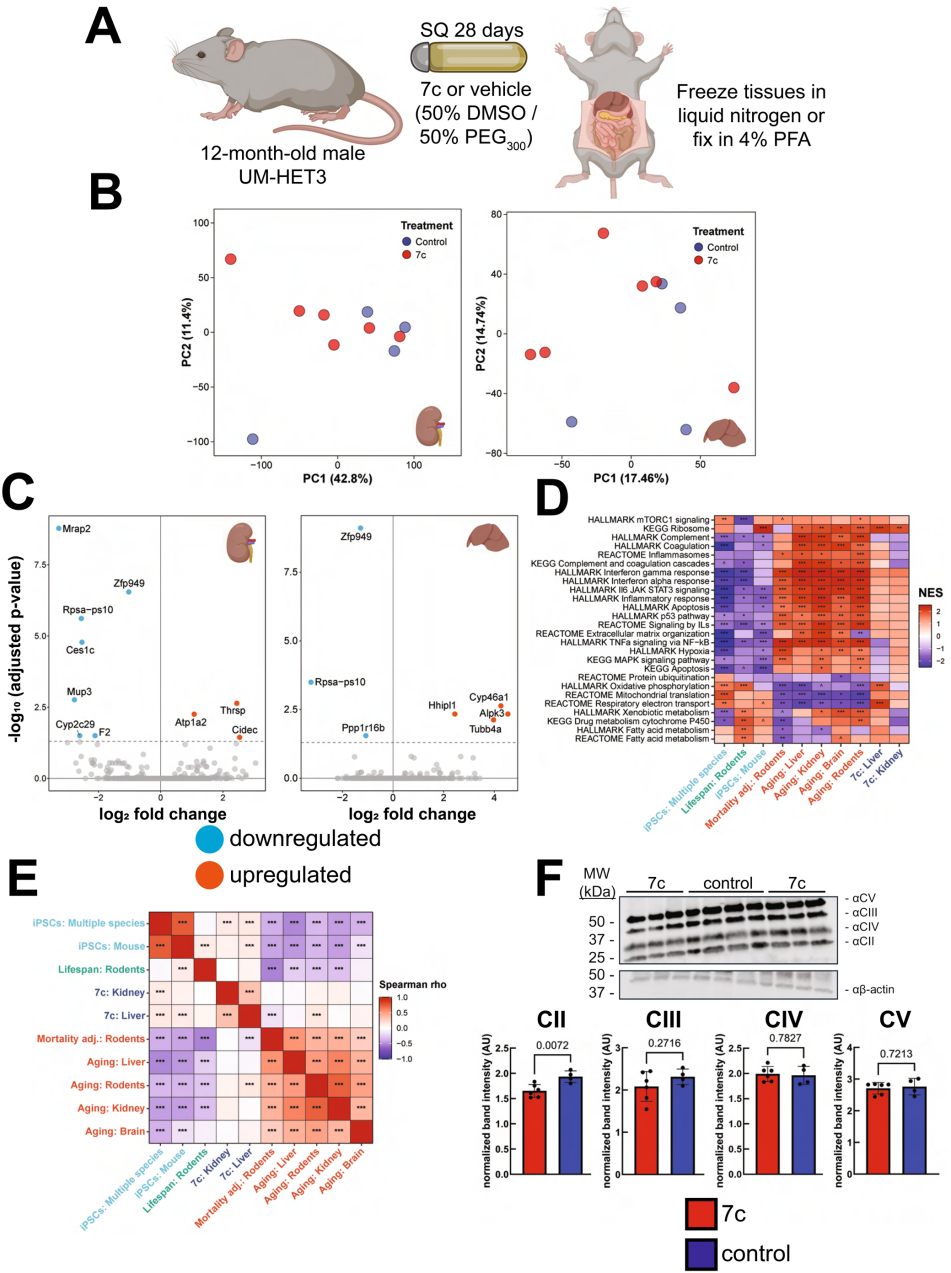
Effect of 28 days low dose 7c treatment on gene and protein expression in male UM‐HET3 mice. (A) Experimental strategy for in vivo partial chemical reprogramming. (B) Principal component analysis of bulk mRNA‐seq data. Shown here for mRNA‐seq data obtained from kidney (left) and liver (right) samples. *n* = 4–6 mice per treatment. (C) Detected differentially expressed genes following 7c treatment. Significantly (adjusted *p* < 0.05) downregulated (cyan) and upregulated (red) genes are labeled for kidney (left panel) and liver (right panel) tissues. (D) Gene set enrichment analysis (GSEA) of pathways affected by 7c treatment (dark blue). Shown here compared to signatures of aging and mortality (red), iPSCs (cyan), and expected maximum lifespan (green). Gene sets from KEGG, REACTOME, and HALLMARKS ontologies were utilized. The complete list of significantly affected functions is in Tables S4 and S5. NES: Normalized enrichment score. ^adjusted *p* < 0.1, *adjusted *p* < 0.05, **adjusted *p* < 0.01, ***adjusted *p* < 0.001. (E) Spearman correlation analysis of enriched pathways perturbed by 7c treatment (dark blue). Shown here compared to signatures of aging and mortality (red), iPSCs (cyan), and expected maximum lifespan (green). Pairwise Spearman correlations were calculated based on NES values determined for each signature via GSEA. ***adjusted *p* < 0.001. (F) Effect of 7c treatment on abundance of OXPHOS proteins. Bands for OXPHOS proteins were normalized to their respective β‐actin bands. *p*‐values were determined by two‐tailed unpaired *t*‐test. *n* = 4–6 mice per treatment.

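Of the genes that Tables S2 and S3 list for liver alone, Cyp46a1 (ENSMUSG00000021259, chromosome 12 of GRCm39, 108300493 to 108328512) had 84.6 ± 46.7 CPM (SD, n = 6) in 7c livers and 4.43 ± 2.79 CPM (SD, n = 4) in vehicle livers. Its log2 fold change was 4.25 (standard error 0.701, adjusted p = 0.179 from edgeR), and 5 of 6 7c livers were above every vehicle liver (exact permutation test, p = 0.0143). Without 7c replicate 4, whose liver had 5.62 CPM, its adjusted p was 0.000667, and across the other tools, filters and fits it ranged from 3.04e-06 to 1.00. Hhipl1 (ENSMUSG00000021260), which starts 28.2 kb from Cyp46a1, had 3.51 ± 2.07 CPM in 7c livers and 0.644 ± 0.316 CPM in vehicle livers, with all 6 7c livers above the vehicle range (adjusted p = 0.880). Alpk3 (ENSMUSG00000038763) had 6 to 70 counts per 7c liver and 0 to 2 per vehicle liver, and Tubb4a (ENSMUSG00000062591) had 4 to 32 and 0 to 4, counts in the vehicle group that are too few for a fold change. In CPM, all 6 7c livers were above the vehicle range for both genes, and the adjusted p was 1.00 for each. The mean was 0.768 against 0.0285 CPM for Alpk3 and 0.518 against 0.0286 CPM for Tubb4a. For Tubb4a, 7c replicate 4 and vehicle replicate 2 had the same 4 counts and differed only in CPM (0.135 and 0.115). The Alpk3 mean was raised by 7c replicate 6 (2.53 CPM), the other 7c livers having 0.203 to 0.505 CPM. The liver of 7c replicate 6, with the highest Alpk3 count, also held skeletal muscle transcripts. Ppp1r16b (ENSMUSG00000037754) fell by 1.08 on the log2 scale (standard error 0.212, adjusted p = 0.723), below the vehicle range in 6 of 6 7c livers. For Hhipl1, Alpk3, Tubb4a and Ppp1r16b the adjusted p was 0.0113, 0.0113, 0.0178 and 0.0214 with the likelihood ratio test and 0.000541, 0.0241, 0.165 and 0.00917 with DESeq2. It was 0.987 for each with limma-voom, 0.0151 for Ppp1r16b with both tissues in 1 fit, and between 0.489 and 1.00 where the fit without a mouse gave a value.

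Of the genes listed for kidney alone, Mrap2 (ENSMUSG00000042761, chromosome 9, 87025834 to 87066102) had 0.283 ± 0.188 CPM (SD, n = 6) in 7c kidneys and 2.82 ± 0.242 CPM (SD, n = 4) in vehicle kidneys, from 2 to 26 and 74 to 114 counts. Its log2 fold change was -3.27 (standard error 0.466, adjusted p = 0.0987), in 6 of 6 7c kidneys below the vehicle range, and without 7c replicate 5 its adjusted p was 0.0476. Ces1c, Mup3, Cyp2c29 and F2, which are abundant in liver at 2707, 9437, 3908 and 1810 CPM, each had fewer than 5 CPM in either group of kidneys on average. Their log2 fold changes were -2.53, -2.76, -2.60 and -2.10 (adjusted p = 0.344, 0.591, 0.997 and 0.997), and each gene was below the vehicle range in 6 of 6 7c kidneys. Without 7c replicate 6, the adjusted p of Mup3 was 0.0432. Ces1c and Mup3 belong to families of near-identical genes, and which reads were given to which copy is uncertain. Thrsp and Cidec were higher in 7c kidneys, with log2 fold changes of 2.44 and 2.55 (adjusted p = 0.671 and 0.997), above the vehicle range in 6 and 5 of 6 7c kidneys. Thrsp and Cidec are abundant in fat cells, and other genes of fat cells were higher in the 7c kidneys as a group. They were not higher in each kidney. The mean scaled log2 CPM of 17 such genes in 7c replicate 2 (-0.386) lay within the vehicle range (-1.31 to -0.109). Cidec had a p of 0.0271 adjusted over the list alone, the list being 26 lipid droplet genes. Across the other tools, filters and fits, the lowest adjusted p of these kidney genes was between 1.16e-09 (Mrap2) and 0.00677 (Cyp2c29), and the highest between 0.488 (Mrap2) and 1.00.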

To evaluate the in vivo efficacy of 7c, we first utilized transcriptomic biomarkers of aging to analyze the liver and kidney bulk mRNA‐seq data. By principal component analysis (Figure 4B) of kidney (left panel) and liver (right panel) mRNA‐seq samples, we did not observe separation between 7c‐ and vehicle‐treated animals on either principal component 1 or 2. 

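The principal components were computed in each tissue from log2 CPM of the filtered genes, with a prior count of 2 and each gene scaled to unit variance. In kidney, PC1 held 40.5% of the variance and PC2 held 11.7%. Across genes, which are not independent, the kidney PC1 loadings had a Spearman rho of -0.39 with transcript length and 0.392 with GC content. What lies behind this main component was not tested. The mean PC1 score of 7c kidneys was 0.450 SD above that of vehicle kidneys, less than the spread within the groups (SD 0.950 for 7c, n = 6, and 1.16 for vehicle, n = 4). Over all 210 splits of the 10 kidneys into 6 and 4, an exact permutation test gave a p of 0.514. On PC2 the difference was 0.942 SD (exact permutation test, p = 0.148). The kidney of vehicle replicate 2 lay at -2.36 SD on PC2, and leaving it out moved PC2 most. The PC2 computed without it had a correlation of 0.419 with that of all kidneys, so that it was largely another component, with a difference of -0.44 SD between the groups. With the 500 genes of highest variance the PC2 difference was 1.29 SD (exact permutation test, p = 0.0143), with genes not scaled 1.11 SD (p = 0.0333 by the same exact test) and without vehicle replicate 4 it was 1.20 SD (exact permutation test, p = 0.0357). In liver, PC1 held 17.02% and PC2 14.6% of the variance. The liver PC1 loadings had a Spearman rho of -0.356 with transcript length and 0.0243 with GC content. The groups differed by 0.456 SD on PC1 (exact permutation test, p = 0.500) and by 0.734 SD on PC2 (p = 0.286 by the same exact test). With the 500 genes of highest variance the liver PC1 difference was -0.14 SD, on a component with a correlation of 0.428 with the PC1 of all filtered genes. Without 7c replicate 2 the liver PC2 difference was 1.16 SD (exact permutation test, p = 0.0476).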

After performing a differential expression analysis (Tables S2 and S3), we observed very few differentially expressed genes in both the livers and kidneys with only a downregulation of *Zfp949* and *Rpsa‐ps10* being shared between the two tissues (Figure 4C). 

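With the quasi-likelihood test, 1 gene was past the threshold in liver, Zfp949, and 0 genes were in kidney, where 463 genes had an unadjusted p under 0.05 (565 in liver). The kidney count was 18 with DESeq2, 2 with limma-voom and 14 with edgeR's likelihood ratio test, and the liver count was 6, 1 and 7 with the same tools. In liver it was 4 with no filter and 2 with filterByExpr, which sets its minimum from the smaller group. Without vehicle replicate 4 the liver count was 0, and it was 2 without 7c replicate 4 or without vehicle replicate 2. In kidney it was 3 without 7c replicate 5 and 1 without 7c replicate 6 or without vehicle replicate 2. The number of genes past the threshold in both tissues was 0 with the quasi-likelihood test, 2 with DESeq2, 2 with the likelihood ratio test and 1 with limma-voom, and 1 without 7c replicate 5 or without vehicle replicate 2. With no filter it was 3, these being Zfp949, Rpsa-ps10 and Mrap2. In liver Mrap2, chosen after its values were seen, did not pass the filter of 50% of samples, and its adjusted p was 2.68e-10 with no filter and 4.37e-07 with filterByExpr, with all 6 7c livers below every vehicle liver.

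Zfp949 (ENSMUSG00000032425) is a protein-coding gene on chromosome 9 of GRCm39, 88430073 to 88453709. In liver it had 7.78 ± 1.27 CPM (SD, n = 6) with 7c and 18.99 ± 2.06 CPM (SD, n = 4) with vehicle, a log2 fold change of -1.29 (standard error 0.140, adjusted p = 0.00591). In kidney it had 12.5 ± 1.90 and 25.5 ± 1.94 CPM, a log2 fold change of -1.02 (standard error 0.132, adjusted p = 0.0686). In each tissue all 6 7c samples were below every vehicle sample (exact permutation test, p = 0.00476, the smallest that 6 against 4 allow). With each mouse left out in turn, the log2 fold change stayed between -1.35 and -1.21 in liver and between -1.08 and -0.97 in kidney. Its adjusted p without vehicle replicate 4 was 0.0505 in liver, and without 7c replicate 5 it was 0.0194 in kidney. Across the other tools, filters and fits, the adjusted p ranged from 2.53e-11 to 0.540 in liver and from 1.22e-08 to 0.386 in kidney. In liver, Zfp949 was past the threshold in all of these fits except that with the replicate number as a block. That fit pairs 7c and vehicle mice by number, and between treatments the numbers are only numbers.

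Rpsa-ps10 (ENSMUSG00000047676) is a processed pseudogene of the ribosomal gene Rpsa on chromosome 3, 149778295 to 149779179, and which of its reads come from Rpsa is uncertain. It had 5.98 ± 0.856 CPM in 7c livers and 56.6 ± 35.2 CPM in vehicle livers, a log2 fold change of -3.24 (standard error 0.495, adjusted p = 0.120). In kidney the values were 13.9 ± 8.10 and 81.8 ± 36.8 CPM, a log2 fold change of -2.56 (standard error 0.405, adjusted p = 0.186). Vehicle replicate 2 was low in both tissues, with 4.76 CPM in liver and 27.5 CPM in kidney, so that 0 of 6 7c livers and 5 of 6 7c kidneys were below every vehicle sample (exact permutation test, p = 0.0333 in liver and 0.00952 in kidney). Without vehicle replicate 2 the adjusted p was 2.24e-08 in liver and 0.0247 in kidney, and without 7c replicate 5 the kidney value was 0.0194. Across the other tools, filters and fits it ranged from 2.32e-07 to 1.00 in liver and from 1.93e-06 to 0.386 in kidney.

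**Figure D1:**
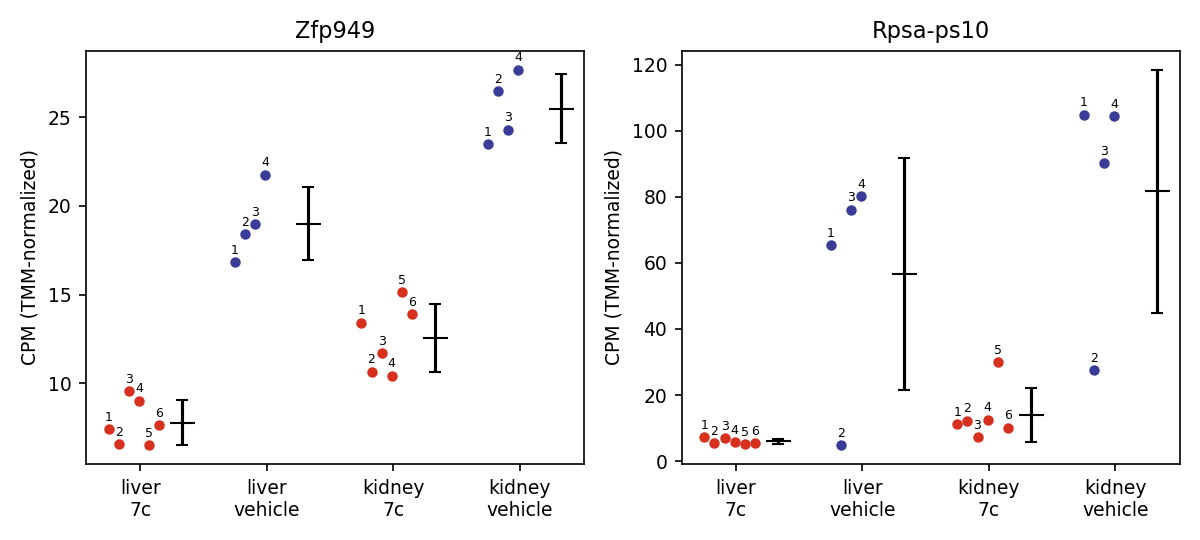
Expression of Zfp949 and Rpsa-ps10 in CPM (vertical axis) in each liver and kidney, by treatment. Points are mice with their replicate numbers, and bars are mean ± SD (n = 6 for 7c, n = 4 for vehicle). The 7c samples lie below all vehicle samples for Zfp949, while vehicle replicate 2 lies apart from the other vehicle mice for Rpsa-ps10.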

We then performed gene set enrichment analysis (GSEA) to determine if 7c treatment impacted the expression of gene sets associated with mammalian aging, lifespan regulation, and OSKM reprogramming (Tables S4 and S5 Figure 4D). The transcriptional changes induced by 7c in both the kidney and liver (blue) did not globally resemble the functional signatures of aging (red), iPSCs (cyan), or established lifespan‐extending interventions (green). 

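The reference signatures of aging, iPSCs and lifespan-extending interventions are not analysed here, and the values below are those of 7c alone. All genes tested were ranked by the signed -log10(p) of the 7c effect and read with fgsea (10000 permutations) on the mouse Reactome sets distributed with that tool, limited to 15 to 500 tested genes per set. In liver 36 of 679 sets were past the threshold, all of them higher with 7c. In kidney 17 of 706 sets were past it, 11 higher and 6 lower. The lower kidney sets included Biological oxidations (136 genes, NES -1.66, adjusted p = 0.0169), and the higher ones mRNA Splicing (116 genes, NES 1.64, adjusted p = 0.0367). Genes abundant in liver, Cyp2c29 among them, were also lower in 7c kidneys, as a small share of liver RNA in vehicle kidneys would give. The lower sets were not tested without such genes, so an effect of 7c on them in kidney stays open. With fry, which keeps the correlation between genes, 0 sets were past the threshold in either tissue, and 15 liver and 13 kidney sets had an unadjusted p under 0.05. With camera at a preset correlation of 0.01, 8 liver sets and 1 kidney set were past it, and 0 of them held under fry or with the correlation estimated from the data. Single mice moved these counts. In liver the count was 5 without 7c replicate 3 or without vehicle replicate 2, 13 without 7c replicate 1, 85 without vehicle replicate 4, 93 without 7c replicate 5 and 120 without 7c replicate 2. In kidney it was 0 without vehicle replicate 1, 3 without 7c replicate 4, 4 without vehicle replicate 4, 28 without 7c replicate 1, 53 without 7c replicate 3, 119 without 7c replicate 6 and 198 without vehicle replicate 2.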

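For OXPHOS, the Reactome set Respiratory electron transport was read, and for the ribosome the set Eukaryotic Translation Elongation, which consists mostly of ribosomal protein genes. In liver, 56 of 66 genes of Respiratory electron transport were higher with 7c (NES 2.20, adjusted p = 2.40e-05), with a median log2 fold change of 0.10. Of Eukaryotic Translation Elongation, 82 of 103 liver genes were higher (NES 2.15, adjusted p = 7.95e-06), also with a median of 0.10. Sets with over 30% of their genes in either of these made up 17 of the liver sets past the threshold and 0 of the kidney sets. In kidney, Respiratory electron transport had a NES of 0.807 (adjusted p = 0.975, 51 of 69 genes higher) and Eukaryotic Translation Elongation a NES of 1.47 (adjusted p = 0.115, 83 of 110 genes higher). A list of 79 cytosolic ribosomal proteins was higher in liver (NES 2.31, adjusted p = 2.77e-08, 70 genes higher) and in kidney (NES 2.09, adjusted p = 1.10e-05, 72 genes higher). Without 7c replicate 3 this list of cytosolic ribosomal proteins was not past the threshold in liver (0.0962), and in kidney it was not without 7c replicate 5 (0.996, lower with 7c) or without vehicle replicate 1 (0.864), 3 (0.979) or 4 (0.0713).

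These tests take genes as the unit, and each set was also scored per mouse as the mean of its scaled log2 CPM. The Respiratory electron transport score was 0.167 ± 0.949 (SD, n = 6) in 7c livers and -0.250 ± 0.378 (SD, n = 4) in vehicle livers, a difference smaller than the spread between mice (exact permutation test, p = 0.433), with 3 of 6 7c livers above every vehicle liver. For Eukaryotic Translation Elongation in liver, 2 of 6 were above (exact permutation test, p = 0.524). The kidney scores gave an exact permutation p of 0.762 and 0.648. The cytosolic ribosomal protein score gave 0.467 in liver and 0.557 in kidney by the same exact test. The difference in the 7c effect between the tissues was tested by an exact permutation test of the liver score minus the kidney score of the same replicate number and was not significant for Respiratory electron transport (p = 0.757) or Eukaryotic Translation Elongation (p = 0.948).

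In liver, Respiratory electron transport was not past the threshold without 7c replicate 3 (adjusted p = 0.334) or without vehicle replicate 2 (0.178), and Eukaryotic Translation Elongation was not past it without the same mice (0.841 and 0.0774). Under fry, both had an adjusted p of 0.991 in liver. In kidney, both were past it and higher without vehicle replicate 2 (adjusted p = 1.79e-09 for Respiratory electron transport and 2.59e-23 for Eukaryotic Translation Elongation). Kidney Eukaryotic Translation Elongation was also past it without 7c replicate 1 (0.00711), 3 (0.00148) or 6 (0.000843). With 1 surrogate variable in the fit, both kidney sets were past it and lower with 7c (6.01e-05 and 0.0158).

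**Figure D2:**
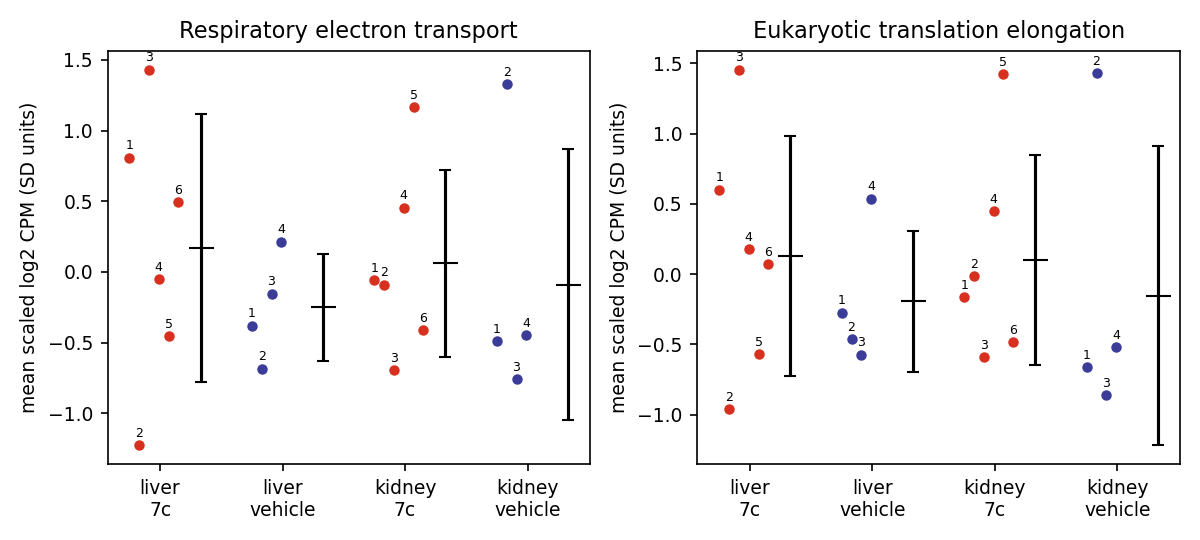
Score of Respiratory electron transport (left) and Eukaryotic Translation Elongation (right) in each liver and kidney by treatment, as the mean scaled log2 CPM of the set in SD units (vertical axis). Points are mice with their replicate numbers, and bars are mean ± SD (n = 6 for 7c, n = 4 for vehicle). The 7c livers span from -1.23 to 1.43 for Respiratory electron transport, and the kidney of vehicle replicate 2 lies above the other vehicle kidneys for both sets.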

At the level of individual pathways, the only consistently and significantly upregulated gene sets after 28 days of 7c treatment were those related to OXPHOS and ribosomal organization. We further performed a Spearman correlation analysis comparing the gene expression changes induced by 7c with reference signatures at the level of enriched functions (Figure 4E). Transcriptional changes induced by 7c in the liver exhibited modest positive correlation with iPSCs and rodent aging signatures, and a negative correlation with signatures of rodent mortality. Furthermore, we were unable to detect an impact of 7c treatment on kidney or liver transcriptomic age using either rodent chronological or mortality transcriptomic clocks (Figure S3). 

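The mRNA of the OXPHOS subunits was read in the same livers by complex, with p adjusted over the 21 lists of genes that were tested. Complex II (4 genes, 3 higher with 7c) had a NES of 0.993 (adjusted p = 0.572) and complex III (10 of 10 genes higher) a NES of 1.40 (adjusted p = 0.165). Complex IV (13 of 16 genes higher) had a NES of 1.52 (adjusted p = 0.0691) and complex V (18 of 19 genes higher) a NES of 1.68 (adjusted p = 0.0325). Complex I (31 of 44 genes higher) had a NES of 1.72 (adjusted p = 0.0232). The median log2 fold change of the complexes lay between 0.05 for complex II and 0.10 for complex I. Scored per mouse, complexes I to V had exact permutation p of 0.443, 0.548, 0.348, 0.505 and 0.371, with 4, 3, 3, 4 and 4 of 6 7c livers above every vehicle liver. Leaving out single mice changed the calls of complexes I, III, IV and V. The list of OXPHOS complex I subunits was not past the threshold without 7c replicate 1 (0.131), 3 (0.414) or 6 (0.0539) or without vehicle replicate 2 (0.238), and it was not with no filter (0.0811). Without 7c replicate 2, complex III (0.0246) and complex IV (0.0102) were past the threshold, and without 7c replicate 5 complex IV was (0.019). The list of OXPHOS complex V subunits was not past it without 7c replicate 1 (0.0884), 3 (0.0962) or 6 (0.0700), or without vehicle replicate 2 (0.238) or 4 (0.0536). Under fry complexes I and V both had an adjusted p of 0.718. Single subunits changed little. Sdhb of complex II had 269 ± 33.7 CPM (SD, n = 6) with 7c and 252 ± 25.9 CPM (SD, n = 4) with vehicle, a log2 fold change of 0.09 (adjusted p = 1.00, 3 of 6 7c livers above every vehicle liver). The log2 fold change was 0.05 for Uqcrc2 of complex III, 0.04 for Atp5f1a of complex V and 0.01 for mt-Co1 of complex IV, each with an adjusted p of 1.00 and with 3, 2 and 0 of 6 7c livers above every vehicle liver.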

Although OXPHOS genes were positively enriched at the transcriptomic level in the liver, we did not observe a corresponding increase in OXPHOS protein abundance after 28 days with 7c treatment (Figure 4F). Thus, we concluded that at this first dosage tested, 7c treatment is safely administered but does not lead to robust changes in mitochondrial OXPHOS or transcriptomic biomarkers of biological age.

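Over all filtered genes, treatment accounted for 10.7% of the variance in liver (exact permutation test, p = 0.595) and 9.82% in kidney (exact permutation test, p = 0.452), where the mean over the 210 splits was 11.1%. In kidney, the lists of complexes I to V had a NES of -1.29, -1.16, -0.79, -1.33 and -0.58, with adjusted p from 0.272 to 0.967. Their median log2 fold changes were of the opposite sign, between 0.01 and 0.07, and exact permutation tests of the scores per mouse gave p from 0.414 to 0.952, with 0 of 6 7c kidneys above every vehicle kidney for each complex. Without vehicle replicate 2, kidney OXPHOS complex I subunits, OXPHOS complex IV subunits and OXPHOS complex V subunits were past the threshold and higher with 7c (4.52e-06, 0.000901 and 0.000678). Complexes I and IV were past it and lower without vehicle replicate 3 (0.0236 for both) or 4 (0.0112 for both), and complex IV without 7c replicate 5 (0.0467). A test of the treatment by tissue interaction over 14163 genes found 1 gene, Ces1c, whose log2 fold change was higher in liver than in kidney by 2.54 (standard error 0.364, adjusted p = 0.00947), and 353 genes with an unadjusted p under 0.05. With mice as a block, since a liver and a kidney of the same number share variation, its adjusted p was 0.0699 and 0 genes were past the threshold. The count was 22 with the likelihood ratio test and 0 with limma-voom. It was 0 without 7c replicate 3, without vehicle replicate 1 or without vehicle replicate 4, 2 without 7c replicate 4, 3 without vehicle replicate 3 and 6 without 7c replicate 6. Having found no impact of 7c on transcriptomic age and no rise of OXPHOS proteins, the paper concludes that 7c at this first dosage is safely administered and does not robustly change OXPHOS or the transcriptomic biomarkers of biological age.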

### 3.4 High Dose 7c Treatment Causes Excessive Lipid Accumulation and Toxicity in Male Mice

Since we didn't observe any evidence of lowered transcriptomic age or upregulation of mitochondrial OXPHOS with this first treatment regiment, we decided to increase the dosage to 0.5 mg/kg/day for 6c and 50 mg/kg/day for valproate (Figure 5A). However, this dose resulted in a rapid decrease in body weight and body condition scores in ~5–6 days that required euthanasia per institutional guidelines. A follow‐up trial using an intermediate dosage of 0.25 mg/kg/day for 6c and 10 mg/kg/day for valproate similarly resulted in a significant decrease in body weight after 7 days (Figure 5B). Gross necropsy did not reveal any obvious features (e.g., tumors, hemorrhages, liver failure) that may have contributed to the drug‐induced toxicity. Therefore, we then sectioned the fixed liver and kidney tissues and stained both with hematoxylin and eosin, Masson's trichrome, and Oil red O. In the livers (Figure 5C) of animals treated with 7c, we did not observe increased collagen staining indicative of fibrosis, or any apoptotic bodies being formed (Parras et al. 2023). However, we did notice a strong increase in Oil red O staining that was further validated by quantification of the stained area. Similarly, we did not observe an increase in fibrosis in the kidneys of the 7c‐treated animals (Figure S4) but also saw a strong increase in overall Oil red O staining (Figure 5D). In the animals treated with vehicle, we observed age‐related glomerular changes and positive lipid staining (black arrows). However, for the animals treated with 7c, we noticed a significant decrease of Oil red O staining in the glomeruli. Therefore, we concluded that 7c treatment can cause the accumulation of triglycerides in multiple organs and alter kidney microscopic anatomy.

**FIGURE 5:**
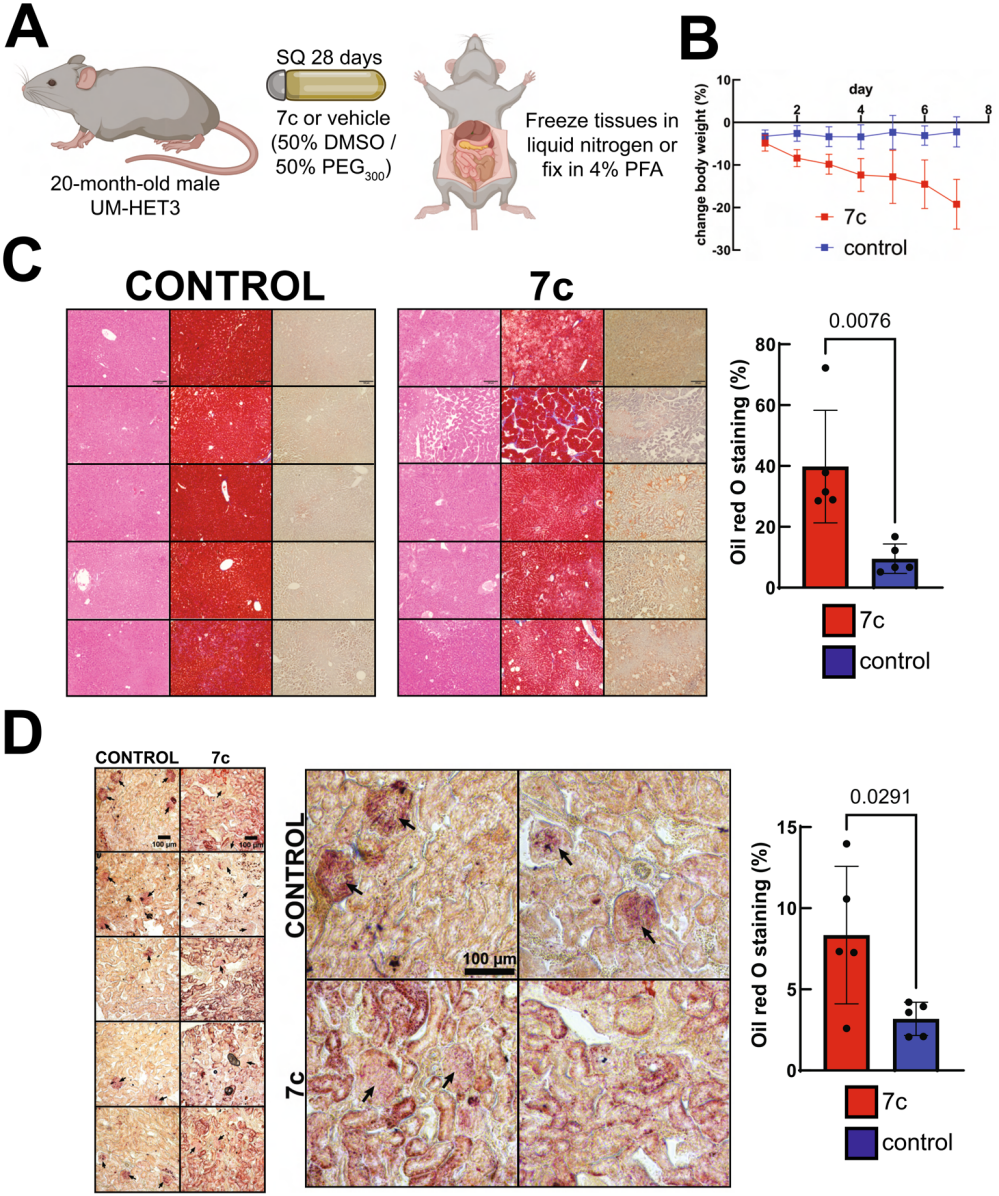
Effect of high dose 7c treatment in male UM‐HET3 mice. (A) Experimental strategy for in vivo partial chemical reprogramming. (B) Effect of high dose 7c treatment on body weight. Data points represent sample means ± SD. *n* = 6 mice per treatment. (C) Effect of high dose 7c treatment on liver histology. Liver sections were stained with hematoxylin and eosin (left panels), Masson's trichrome (center panels), and Oil red O (right panels). Each row represents images obtained from stained tissues of a single animal. Scale bars: 100 μm. *n* = 5 mice per treatment. Error bars represent sample means ± SD. *p*‐value was determined by two‐tailed unpaired *t*‐test. (D) Effect of high dose 7c treatment on kidney histology. Kidney sections were stained with Oil red O. Each panel represents an image obtained from stained tissue of a single animal. Scale bars: 100 μm. Arrows indicate glomeruli. *n* = 5 mice per treatment. *p*‐value was determined by two‐tailed unpaired *t*‐test.

Due to the changes we observed in glomeruli lipid staining following 7c treatment, we then evaluated 7c treatment for its impact on markers of acute renal injury. We first stained kidney sections for LTL, which is a general marker for proximal tubule brush border integrity (Hennigar et al. 1985), and KIM‐1 (Figure 6A), which is upregulated in the proximal tubule after injury/ischemia (Ichimura et al. 1998). In kidneys from control animals, very few proximal tubules were positive for KIM‐1 expression. Although two 7c‐treated animals showed pronounced increases in KIM‐1‐stained proximal tubules, the effect across the entire treatment group was not significant. However, when we stained with phalloidin, we noticed a significant loss in polarized tubules with apical F‐actin in the 7c‐treated animals (Figure 6B). It has been previously reported that the cytoskeleton of proximal tubules is disrupted after ischemia (Kellerman and Bogusky 1992). Finally, to assess overall kidney function, we measured serum creatinine levels using mass spectrometry (Figure 6C). Creatinine levels were generally low across both treatment groups (Takahashi et al. 2007); however, serum creatinine levels in the 7c‐treated animals were slightly elevated with marginal statistical significance. Therefore, we concluded that high dose 7c treatment can cause acute injury reminiscent of ischemia.

**FIGURE 6:**
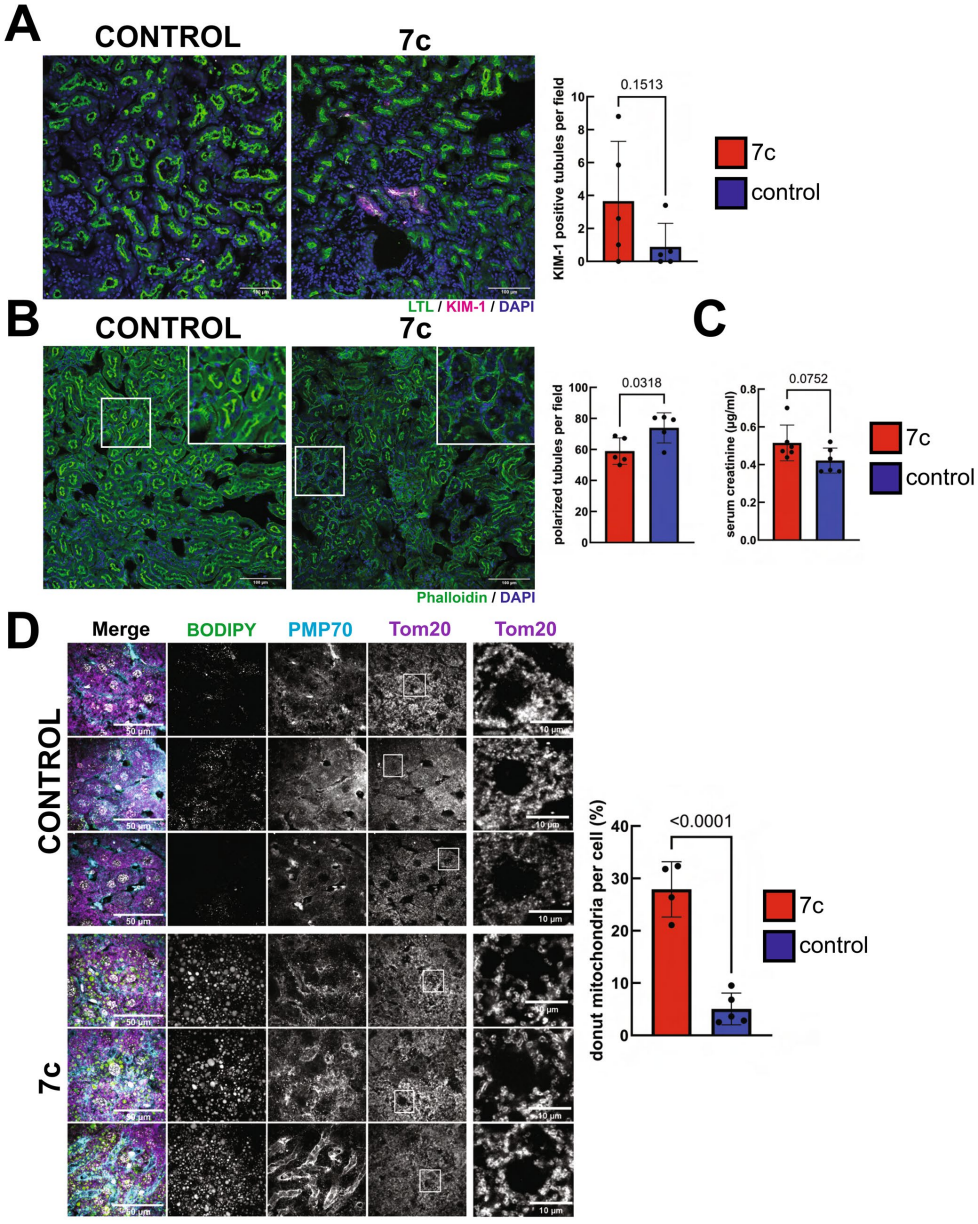
Effect of high dose 7c treatment on markers of acute kidney and liver injury. (A) Effect on renal tubular injury. Representative images of KIM‐1‐ and LTL‐stained kidney sections from control and 7c‐treated mice. Five to seven images were acquired per mouse. *p*‐values were determined by two‐tailed unpaired *t*‐test. *n* = 5 mice per treatment. Error bars represent sample means ± SD. Scale bars: 100 μm. (B) Effect on renal tubular polarization. Representative images of phalloidin‐stained kidney sections from control and 7c‐treated mice. Five to nine images were acquired per mouse. *p*‐values were determined by two‐tailed unpaired *t*‐test. *n* = 5 mice per treatment. Error bars represent sample means ± SD. Scale bars: 100 μm. (C) Effect on serum creatinine levels. *p*‐value was determined by two‐tailed unpaired *t*‐test. *n* = 6 mice per treatment. Error bars represent sample means ± SD. (D) Effect on mitochondrial morphology in liver. Representative images of PMP70‐, BODIPY‐, and Tom20‐stained liver sections from control and 7c‐treated mice. Three *z*‐stacks were acquired per mouse. *p*‐values were determined by two‐tailed unpaired *t*‐test. *n* = 4–5 mice per treatment. Error bars represent sample means (percent of total mitochondria per cell exhibiting donut‐like morphologies) ± SD. Merged scale bars: 50 μm. Tom20 inset scale bars: 10 μm.

Finally, to gain additional insights into the potential source of the increased lipid accumulation following 7c treatment, we stained liver sections for peroxisomes (PMP70), lipid droplets (BODIPY 493/503), and mitochondria (Tom20) (Figure 6D) (Garcia et al. 2023; Imanaka et al. 1999). The staining with BODIPY 493/503 revealed a drastic increase in lipid droplet size for the 7c‐treated animals, consistent with the results obtained from staining tissues with Oil red O. While no discernible differences in peroxisome morphology or abundance were consistent across biological replicates, 7c‐treated animals demonstrated an increase in liver mitochondria with donut‐like morphologies. These atypical morphologies have been previously reported in the liver and are suggested to form in response to metabolic stress and/or opening of the permeability transition pore (Jenkins et al. 2024; Lionetti et al. 2014; Liu and Hajnóczky 2011). Taken together, our results suggest that metabolic stress induced by 7c treatment induces lipid droplet accumulation in liver and kidneys and contributes to acute kidney injury in vivo.

## 4 Discussion

We assessed the effects of 7c partial chemical reprogramming on mitochondrial morphology and dynamics in mouse fibroblasts and measured the impact of 7c treatment on organismal biological age and health using genetically diverse UM‐HET3 male mice. Consistent with previous reports, we have determined that 7c partial chemical reprogramming causes significant changes to mitochondrial interaction networks, movement dynamics, and morphology. In tandem, we observed that treatment with both 7c and 2c causes a significant increase in lipid droplet formation in vitro, with 2c treatment having an even more pronounced effect compared to 7c treatment in fibroblasts. This result was further supported by our previous phosphoproteomics data, which demonstrated that, relative to 7c treatment, 2c treatment significantly dephosphorylates proteins involved in lipolysis. When we treated male UM‐HET3 mice with a low dose of the 7c cocktail for 28 days, we did not observe significant effects on kidney or liver transcriptomic age, overall gene expression, or on the abundance of mitochondrial OXPHOS proteins. Higher doses of 7c, in contrast, led to a rapid loss of body weight and lowered body condition scores that required euthanasia. Therefore, partial chemical reprogramming currently seems unable to induce more youthful gene expression profiles in mammalian tissues without causing toxicity.

While Masson's trichrome and hematoxylin and eosin staining did not reveal the presence of fibrosis or apoptotic bodies, we did observe significant lipid accumulation in the livers (similar to early‐stage steatosis (El‐Zayadi 2008)) and kidneys of 7c‐treated animals, which were consistent with our observations in vitro. We also noticed a slight elevation in biomarkers of acute kidney injury, including cytoskeletal changes in proximal tubules and some 7c‐treated animals with increased proximal tubule KIM‐1 expression. Thus, our current research suggests that this rapid and severe accumulation of intracellular lipids during partial chemical reprogramming may contribute to the signs of toxicity we observed in our mouse models. Moreover, we have uncovered evidence that partial chemical reprogramming with 7c contributes to mitochondrial stress both in vitro and in vivo, as noted by the decreases in cellular ATP and NAD^+^/NADH, and the increase in donut‐shaped mitochondria, respectively. Previously, we reported that 7c treatment gradually increases the number of apoptotic cells, as well as decreases the abundance of several TCA cycle metabolites (e.g., succinic acid, citric acid, fumaric acid, malic acid) (Mitchell et al. 2024). Therefore, our results suggest that changes in mitochondrial function induced by 7c treatment may promote the accumulation of lipid droplets. It has been previously reported that mitochondrial stress upregulates fatty acid biosynthesis; however, in this context, cells switch metabolism from oxidative phosphorylation to glycolysis to attempt to mitigate the associated stress (Lee et al. 2013). Thus, it is unusual that partial chemical reprogramming causes an increase in lipid droplet accumulation, which is meant to be protective against metabolic stress (Jarc and Petan 2019), despite inducing a strong oxidative phosphorylation phenotype (Mitchell et al. 2024).

It is also important to note the strong differences between reprogramming and chemical reprogramming. On one hand, gene expression signatures of OSKM reprogramming reveal a suppression of mesenchymal genes, increased proliferation, and a metabolic switch to glycolysis during the early phases of reprogramming (Smith et al. 2016). Moreover, there is decreased and increased expression of genes related to inflammation and DNA repair, respectively (Kriukov et al. 2022). Despite these transcriptional changes, the epigenome and histone trimethylation levels of somatic cells are largely maintained until later in the reprogramming process when the expression of epithelial genes is activated (Smith et al. 2016). On the other hand, chemical reprogramming is marked by global demethylation along with an early transition to a plastic extraembryonic endoderm (XEN)‐like cells during stage I (Zhao et al. 2018). This occurs in tandem with upregulated OXPHOS, increased reactive oxygen species production, and reduced cell proliferation (Mitchell et al. 2024; Schoenfeldt et al. 2022). Notably, the expression of most pluripotency markers is not activated until stage II, in which *Oct4* activation occurs simultaneously with a gradual downregulation of XEN genes (Mitchell et al. 2024; Zhao et al. 2018). Therefore, these data suggest that partial reprogramming and partial chemical reprogramming rejuvenate cells through entirely disparate mechanisms and, as a result, may present distinct advantages and challenges for their applications in vivo.

Significant evidence exists that supports the interaction of mitochondria with lipid droplets. These interactions may be crucial for regulating fatty acid metabolism and overall energy homeostasis under both basal and stress conditions (Cui and Liu 2020; Fan and Tan 2024; Talari et al. 2023). Thus, in the case of partial chemical reprogramming with 7c, it may be that the strong increase in lipid droplet formation is necessary to mediate the increase in mitochondrial bioenergetic capacity, and vice versa. With 2c, lipid accumulation in contrast is higher, which may make this cocktail even more toxic in vivo, yet it does not lead to robust changes in mitochondrial OXPHOS function. While current data cannot causally relate the increase in mitochondrial OXPHOS following 7c partial chemical reprogramming to the reduction in cellular transcriptomic and epigenetic age, we do note that the upregulation of mitochondrial/OXPHOS genes contributes significantly to the observed decrease in transcriptomic age induced by this cocktail in cells (Figure S5). Given that the lipid droplets being formed during partial chemical reprogramming may contribute to its toxicity, one might assume that modification and/or removal of the compound(s) primarily responsible for this effect could lead to a safer cocktail that can also lower biological age in vivo. However, the possibility cannot be ignored that the lowered cellular biological age in response to 7c treatment may be dependent on this increase in lipid droplet formation. Therefore, further experimentation is required to determine whether or not the rejuvenating and toxic effects of partial chemical reprogramming can be separated.

## 5 Limitations and Future Directions

The in vivo studies described herein were limited in the number of biological replicates and to only one sex. Therefore, it is unknown if 7c treatment would produce similar effects in female mice. For future studies, it would be important to determine which compound(s) are primarily responsible for the observed toxic effects, and to see if a cocktail without these compound(s) could still have pronounced effects on cell biological age. Finally, we have not performed any in vitro testing of the 7c cocktail in epithelial cells. Therefore, we acknowledge that the observed in vivo toxicity of the treatment could stem from injury to epithelial cells.

## Author Contributions

W.M., V.N.G. conceptualization; W.M., C.G.M., A.T., Y.U., L.J.E.G., T.I., E.L.N., J.V.B., V.N.G. methodology; W.M., C.G.M., Y.U. data curation; W.M., C.G.M., A.T., Y.U., L.J.E.G., T.I. formal analysis; W.M., C.G.M., A.T., Y.U., L.J.E.G., T.I., E.L.N., A.M. validation; W.M., C.G.M., A.T., Y.U., L.J.E.G. visualization; W.M., writing – original draft; W.M., C.G.d.M., A.T., Y.U., L.J.E.G., E.L.N., T.I., A.M., J.V.B., V.N.G. writing – review and editing; J.V.B., V.N.G. supervision; J.V.B., V.N.G. project administration; V.N.G. funding acquisition.

## Funding

W.M. was supported by a T32 fellowship (grant number EB016652) from NIH‐NIBIB. This work was supported by NIH‐NIA grants to V.N.G., NIH‐NIDDK grants R01DK39773 and R01DK072381 to J.V.B., and by funds from the James Fickel Foundation.

## Conflicts of Interest

The authors declare no conflicts of interest.

## Supporting information

**Data S1:** acel70390‐sup‐0001‐Supinfo.pdf.

## Data Availability

mRNA‐seq data is accessible via GEO series GSE300625. All other supporting data is available as supplemental data files and/or upon request from the corresponding author.

# Supplementary material for: In Vivo Chemical Reprogramming Is Associated With a Toxic Accumulation of Lipid Droplets Hindering Rejuvenation
**Source:** Aging Cell. 2026 Jan 27;25(2):e70390. doi: 10.1111/acel.70390
**Supplement:** Supplementary file 1 — Data S1: acel70390‐sup‐0001‐Supinfo.pdf.

## Supporting Material for

### ***In vivo* chemical reprogramming is associated with a toxic accumulation of lipid droplets hindering rejuvenation**

Wayne Mitchell<sup>1</sup>, Cecília G. de Magalhães<sup>1</sup>, Alexander Tyshkovskiy<sup>1</sup>, Yushi Uchida<sup>2</sup>, Ludger J.E. Goeminne<sup>1</sup>, Takaharu Ichimura<sup>2</sup>, Emery L. Ng<sup>3</sup>, Alibek Moldakozhayev<sup>1</sup>, Joseph V. Bonventre<sup>2</sup>, and Vadim N. Gladyshev<sup>1\*</sup>

#### **Table of contents:**

**Table S1** – Drug supplier and dosage information

**Table S2** – Liver differentially expressed genes

**Table S3** – Kidney differentially expressed genes

**Table S4** – Significant liver GSEA terms

**Table S5** – Significant kidney GSEA terms

**Supplemental Figure S1** – Effect of uncoupler treatment on mitochondrial morphology and networks

**Supplemental Figure S2** – Comparison of 7c vs. 2c treatment on protein and phosphoprotein abundance

**Supplemental Figure S3** – Effect of *in vivo* partial chemical reprogramming on liver and kidney tissue transcriptomic age

**Supplemental Figure S4** – Additional kidney histology images

**Supplemental Figure S5** – Modular transcriptomic age of fibroblasts treated with 2c and 7c

**Table S1: Drug supplier and dosage information**

| Compound        | Supplier              | Catalog # | Cell Culture Concentration (µM) | Trial 1 Dose (mg/kg/day) | Trial 2 Dose (mg/kg/day) | Trial 3 Dose (mg/kg/day) |
|-----------------|-----------------------|-----------|---------------------------------|--------------------------|--------------------------|--------------------------|
| Valproate       | STEMCELL Technologies | 72292     | 500                             | 1                        | 50                       | 10                       |
| Repsox          | Sigma-Aldrich         | R0158     | 5                               | 0.1                      | 0.5                      | 0.25                     |
| Tranylcypromine | Sigma-Aldrich         | P22370    | 5                               | 0.1                      | 0.5                      | 0.25                     |
| Forskolin       | Tocris                | 1099      | 10                              | 0.1                      | 0.5                      | 0.25                     |
| CHIR99021       | Cayman Chemical       | 13122     | 10                              | 0.1                      | 0.5                      | 0.25                     |
| DZNep           | APExBIO               | A1905     | 0.5                             | 0.1                      | 0.5                      | 0.25                     |
| TTNPB           | Cayman Chemical       | 16144     | 1                               | 0.1                      | 0.5                      | 0.25                     |

**Table S2: Liver differentially expressed genes**

| Entrez ID | Gene Symbol | log2FC | P-value  | adjusted P-value |
|-----------|-------------|--------|----------|------------------|
| 71640     | Zfp949      | -1.282 | 5.94E-14 | 7.82E-10         |
| 100040633 | Rpsa-ps10   | -3.240 | 4.83E-08 | 3.18E-04         |
| 13116     | Cyp46a1     | 4.259  | 5.25E-07 | 2.30E-03         |
| 116904    | Alpk3       | 4.536  | 1.53E-06 | 4.57E-03         |
| 214305    | Hhipl1      | 2.443  | 1.74E-06 | 4.57E-03         |
| 22153     | Tubb4a      | 3.971  | 3.40E-06 | 7.45E-03         |
| 228852    | Ppp1r16b    | -1.073 | 1.49E-05 | 2.80E-02         |

**Table S3: Kidney differentially expressed genes**

| Entrez ID | Gene Symbol | log2FC | P-value  | adjusted P-value |
|-----------|-------------|--------|----------|------------------|
| 244958    | Mrap2       | -3.274 | 1.11E-13 | 1.67E-09         |
| 71640     | Zfp949      | -1.025 | 3.78E-11 | 2.85E-07         |
| 100040633 | Rpsa-ps10   | -2.551 | 4.84E-10 | 2.43E-06         |
| 13884     | Ces1c       | -2.529 | 4.40E-09 | 1.66E-05         |
| 17842     | Mup3        | -2.771 | 5.76E-07 | 1.74E-03         |
| 21835     | Thrsp       | 2.448  | 9.15E-07 | 2.30E-03         |
| 98660     | Atp1a2      | 1.077  | 2.58E-06 | 5.56E-03         |
| 13095     | Cyp2c29     | -2.600 | 1.78E-05 | 3.16E-02         |
| 14061     | F2          | -2.108 | 1.88E-05 | 3.16E-02         |
| 14311     | Cidec       | 2.538  | 2.39E-05 | 3.61E-02         |

Table S4: Significant liver GSEA terms

| Term                                                                                                                      | NES   | P-value  | adjusted P-value |
|---------------------------------------------------------------------------------------------------------------------------|-------|----------|------------------|
| REACTOME SRP DEPENDENT COTRANSLATIONAL PROTEIN TARGETING TO MEMBRANE                                                      | 2.193 | 2.84E-08 | 2.63E-05         |
| REACTOME RESPIRATORY ELECTRON TRANSPORT                                                                                   | 2.187 | 4.68E-08 | 2.63E-05         |
| REACTOME RESPIRATORY ELECTRON TRANSPORT ATP SYNTHESIS BY CHEMIOSMOTIC COUPLING AND HEAT PRODUCTION BY UNCOUPLING PROTEINS | 2.173 | 7.43E-08 | 2.78E-05         |
| REACTOME CELLULAR RESPONSE TO STARVATION                                                                                  | 2.019 | 1.70E-07 | 4.76E-05         |
| REACTOME SELENOAMINO ACID METABOLISM                                                                                      | 2.141 | 4.04E-07 | 9.07E-05         |
| REACTOME RESPONSE OF EIF2AK4 GCN2 TO AMINO ACID DEFICIENCY                                                                | 2.166 | 4.90E-07 | 9.16E-05         |
| KEGG RIBOSOME                                                                                                             | 2.183 | 6.70E-07 | 9.61E-05         |
| REACTOME THE CITRIC ACID TCA CYCLE AND RESPIRATORY ELECTRON TRANSPORT                                                     | 1.975 | 6.85E-07 | 9.61E-05         |
| REACTOME METABOLISM OF AMINO ACIDS AND DERIVATIVES                                                                        | 1.763 | 7.89E-07 | 9.85E-05         |
| REACTOME EUKARYOTIC TRANSLATION ELONGATION                                                                                | 2.130 | 2.41E-06 | 2.47E-04         |
| REACTOME TRANSLATION                                                                                                      | 1.778 | 2.47E-06 | 2.47E-04         |
| HALLMARK OXIDATIVE PHOSPHORYLATION                                                                                        | 1.894 | 2.64E-06 | 2.47E-04         |
| REACTOME REGULATION OF EXPRESSION OF SLITS AND ROBOS                                                                      | 1.846 | 1.10E-05 | 9.51E-04         |
| KEGG OXIDATIVE PHOSPHORYLATION                                                                                            | 2.018 | 2.31E-05 | 1.85E-03         |
| REACTOME SELECTIVE AUTOPHAGY                                                                                              | 1.941 | 6.00E-05 | 4.49E-03         |
| REACTOME COMPLEX I BIOGENESIS                                                                                             | 1.986 | 8.28E-05 | 5.81E-03         |
| REACTOME INFLUENZA INFECTION                                                                                              | 1.764 | 9.28E-05 | 6.13E-03         |
| REACTOME AGGREPHAGY                                                                                                       | 2.064 | 1.35E-04 | 8.39E-03         |
| REACTOME MHC CLASS II ANTIGEN PRESENTATION                                                                                | 1.809 | 1.42E-04 | 8.39E-03         |
| REACTOME HSP90 CHAPERONE CYCLE FOR STEROID HORMONE RECEPTORS SHR IN THE PRESENCE OF LIGAND                                | 1.977 | 1.88E-04 | 1.05E-02         |
| HALLMARK ALLOGRAFT REJECTION                                                                                              | 1.701 | 2.50E-04 | 1.22E-02         |
| KEGG PARKINSONS DISEASE                                                                                                   | 1.890 | 2.34E-04 | 1.22E-02         |
| KEGG PRIMARY IMMUNODEFICIENCY                                                                                             | 1.983 | 2.46E-04 | 1.22E-02         |
| REACTOME NONSENSE MEDIATED DECAY NMD                                                                                      | 1.821 | 2.69E-04 | 1.26E-02         |
| REACTOME GAP JUNCTION ASSEMBLY                                                                                            | 1.925 | 3.37E-04 | 1.51E-02         |
| REACTOME SIGNALING BY ROBO RECEPTORS                                                                                      | 1.660 | 3.49E-04 | 1.51E-02         |
| KEGG ANTIGEN PROCESSING AND PRESENTATION                                                                                  | 1.892 | 3.75E-04 | 1.56E-02         |
| REACTOME ROS AND RNS PRODUCTION IN PHAGOCYTES                                                                             | 1.952 | 4.01E-04 | 1.61E-02         |
| REACTOME EUKARYOTIC TRANSLATION INITIATION                                                                                | 1.790 | 4.17E-04 | 1.62E-02         |
| REACTOME AUTOPHAGY                                                                                                        | 1.641 | 6.42E-04 | 2.40E-02         |
| REACTOME CELLULAR RESPONSE TO CHEMICAL STRESS                                                                             | 1.650 | 6.62E-04 | 2.40E-02         |
| HALLMARK ADIPOGENESIS                                                                                                     | 1.614 | 7.84E-04 | 2.70E-02         |
| REACTOME POST CHAPERONIN TUBULIN FOLDING PATHWAY                                                                          | 1.870 | 7.93E-04 | 2.70E-02         |
| REACTOME THE ROLE OF GTSE1 IN G2 M PROGRESSION AFTER G2 CHECKPOINT                                                        | 1.762 | 9.42E-04 | 3.02E-02         |
| KEGG SYSTEMIC LUPUS ERYTHEMATOSUS                                                                                         | 1.822 | 9.22E-04 | 3.02E-02         |
| KEGG GLYCOLYSIS GLUCONEOGENESIS                                                                                           | 1.833 | 1.02E-03 | 3.19E-02         |
| REACTOME CYTOPROTECTION BY HMOX1                                                                                          | 1.630 | 1.16E-03 | 3.43E-02         |
| KEGG HUNTINGTONS DISEASE                                                                                                  | 1.627 | 1.16E-03 | 3.43E-02         |

Table S4

**Table S5: Significant kidney GSEA terms**

| Term                                       | NES    | P-value  | adjusted P-value |
|--------------------------------------------|--------|----------|------------------|
| KEGG RIBOSOME                              | 1.979  | 1.50E-05 | 8.36E-03         |
| HALLMARK MYOGENESIS                        | 1.904  | 3.38E-06 | 3.91E-03         |
| REACTOME EUKARYOTIC TRANSLATION ELONGATION | 1.992  | 2.17E-05 | 8.36E-03         |
| KEGG LINOLEIC ACID METABOLISM              | -2.020 | 4.69E-05 | 1.35E-02         |

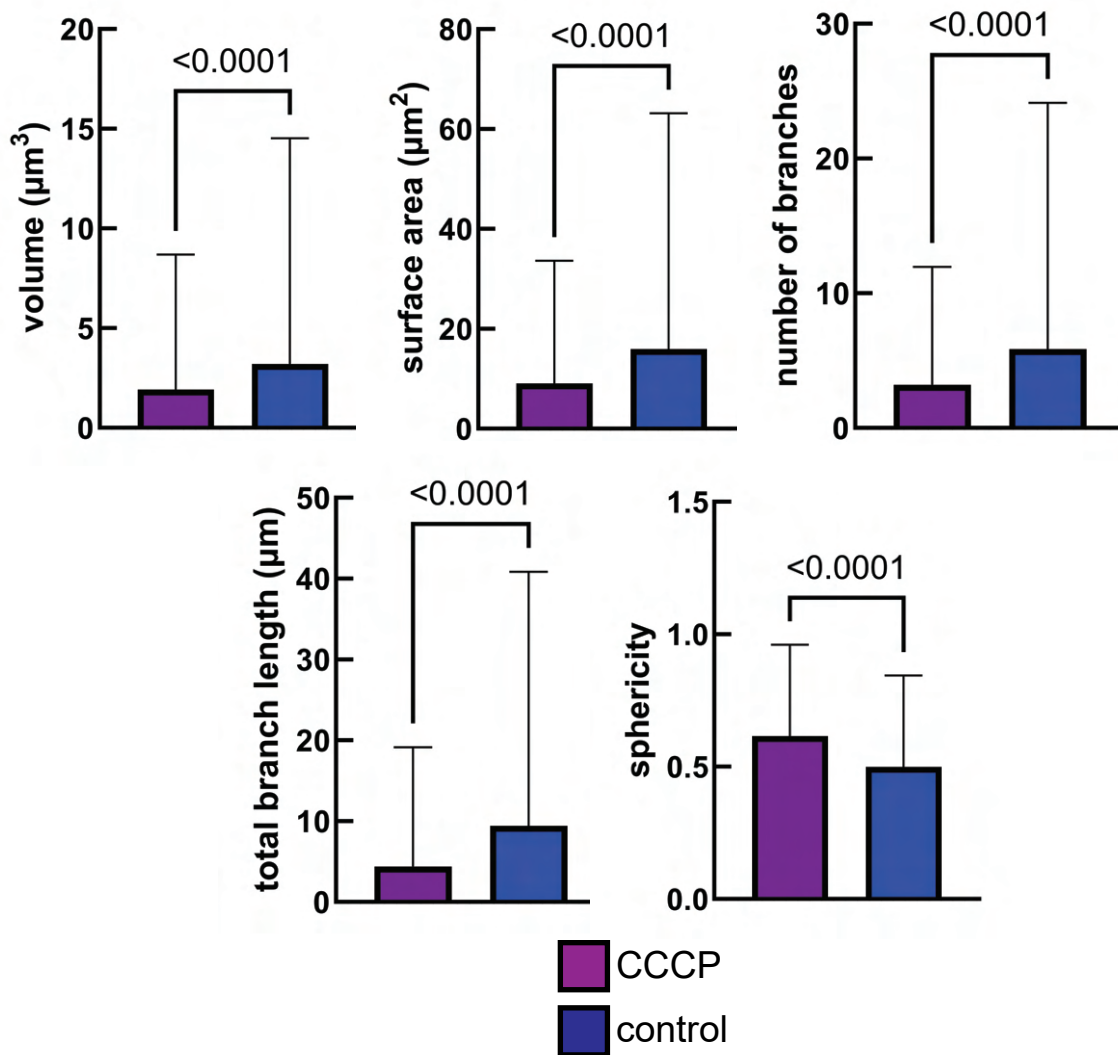

**Supplemental Figure S1**

A

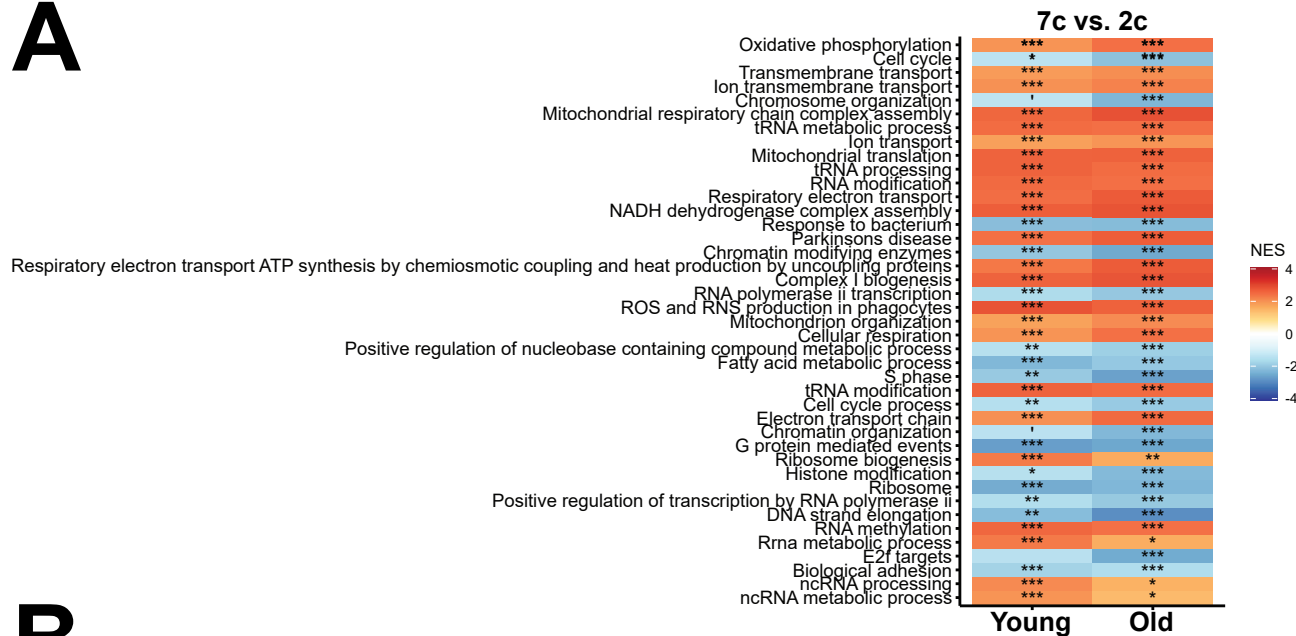

B

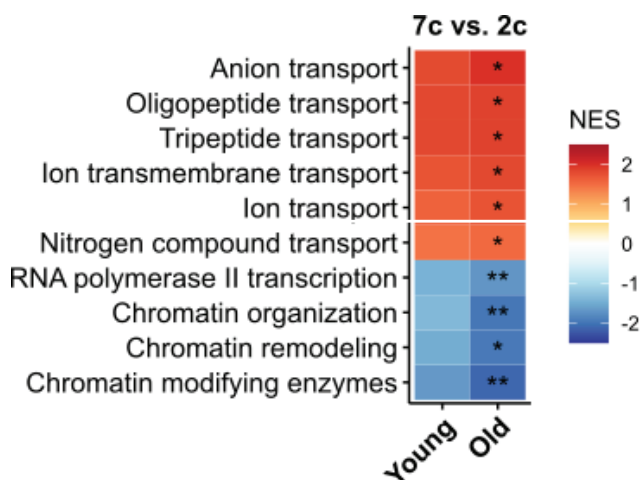

C

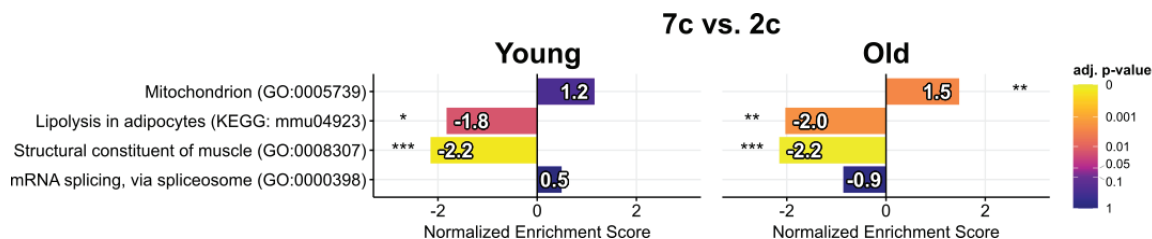

Clock: Chronological, Multi-tissue (Rodents), Yugene, Bayesian Ridge

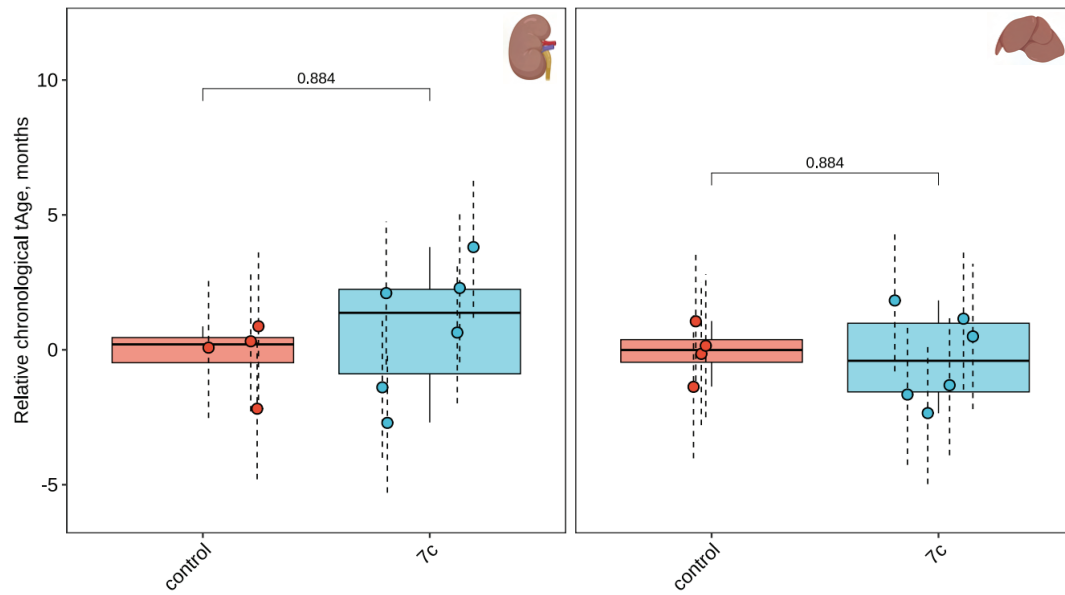

Clock: Mortality, Multi-tissue (Rodents), Yugene, Bayesian Ridge

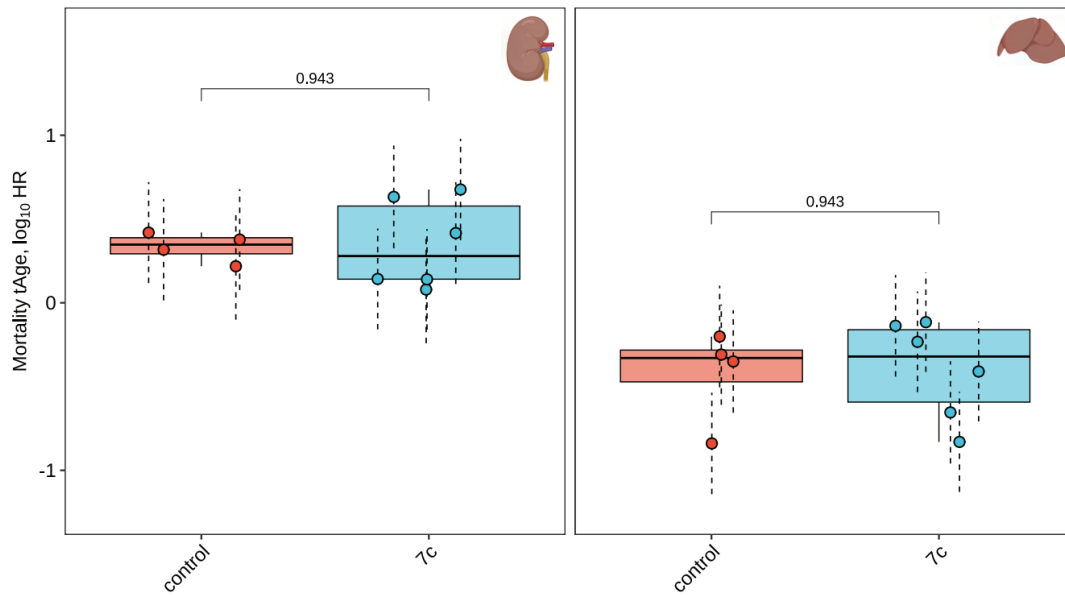

# Supplemental Figure S3

**CONTROL**

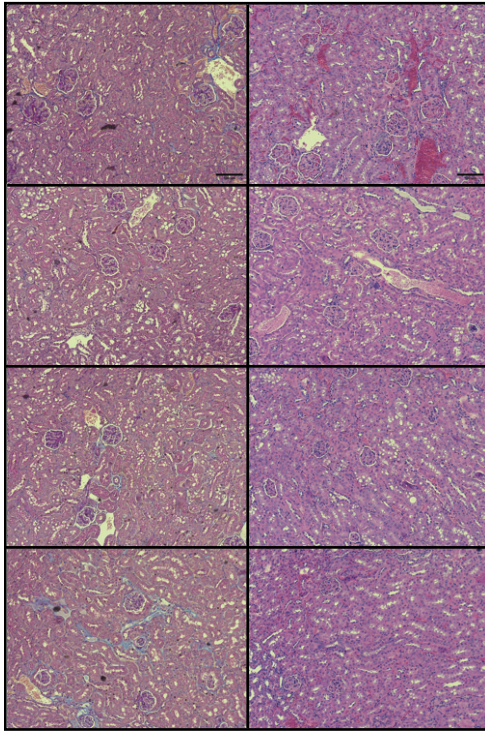

**7c**

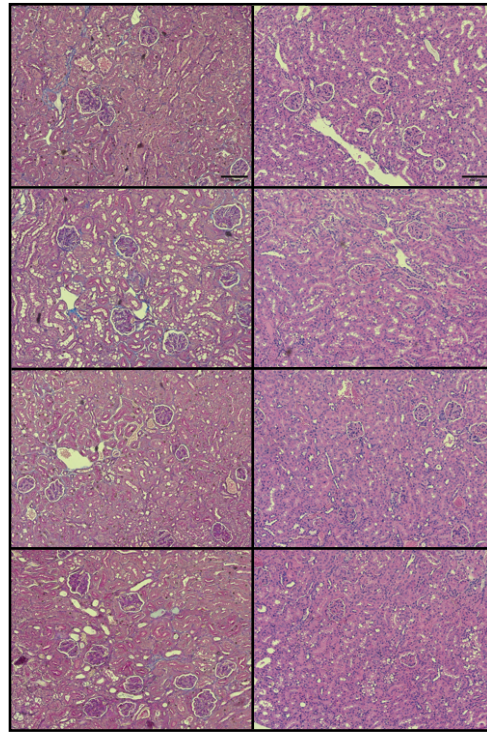

**Supplemental Figure S4**

Clock: Chronological, Multi-tissue (Rodents), Scaled, Elastic Net

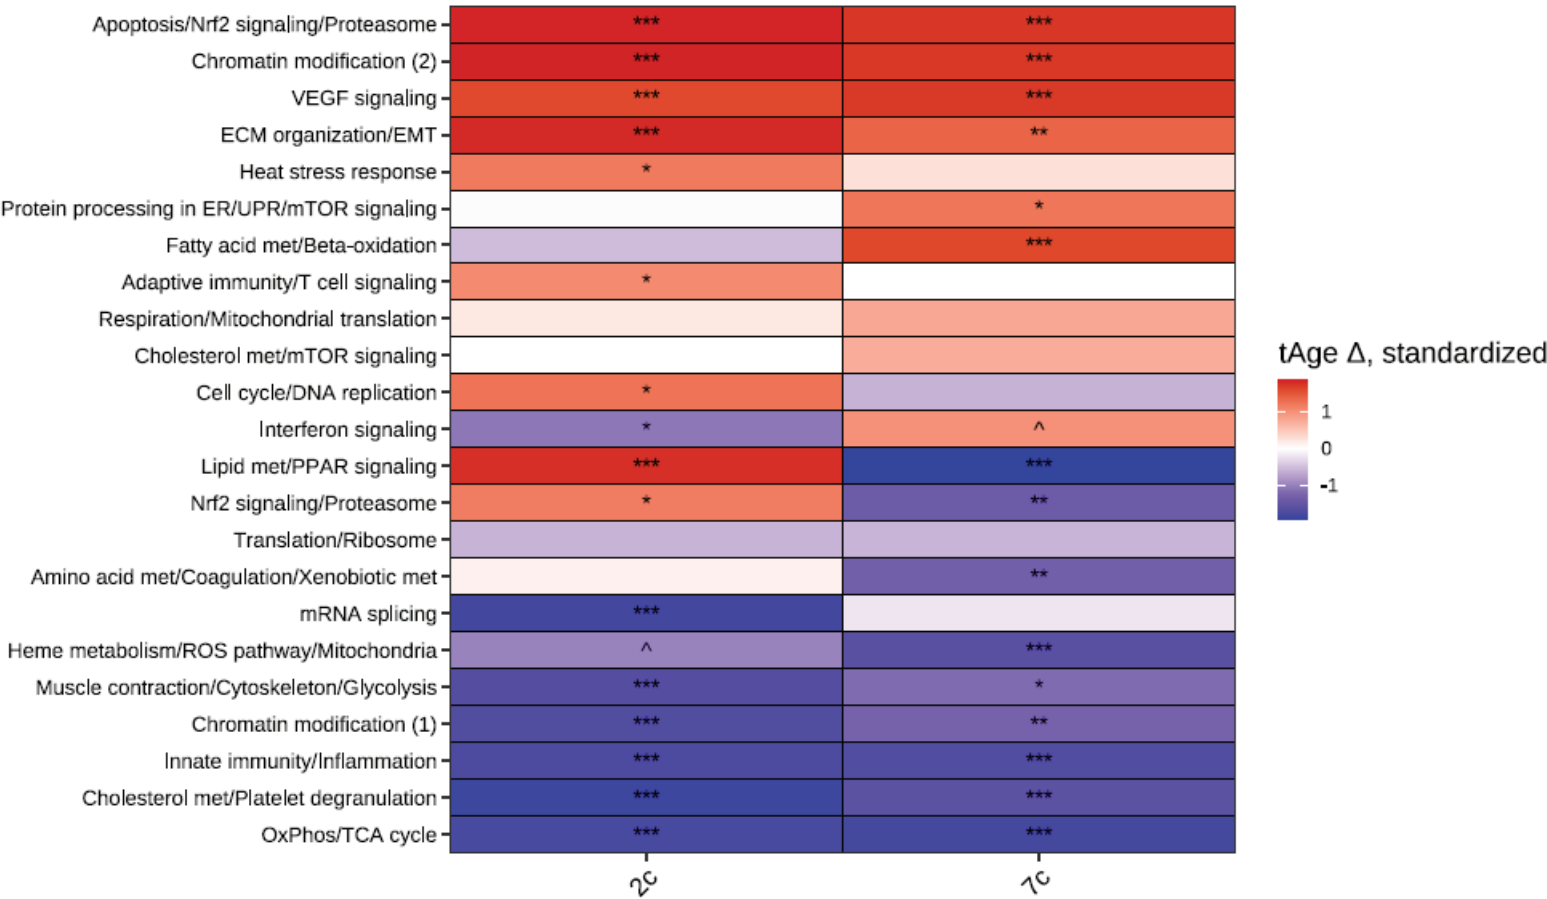

Supplemental Figure S5

How the deposited data were processed for this re-analysis (not part of the article)

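RNA of the liver and kidney of 10 male UM-HET3 mice was analysed, 6 given 7c and 4 given vehicle for 28 days. The authors made stranded libraries from polyadenylated RNA, aligned the reads to GRCm39 with STAR and counted them on genes with featureCounts. The paper does not state the annotation release, the strand setting of the counting or how reads with several positions were treated. The deposited values are whole numbers, the raw counts of 57010 genes, of which 22978 were 0 in all 20 samples, and all 20 columns could be mapped to a sample by their labels. Gene symbols, positions, lengths and GC content were taken from GENCODE vM39 by Ensembl identifier, which matched 56310 genes, and the 700 genes without a match held 0.0420% of the counts. Transcript length and GC content were those of the longest annotated transcript of each gene. Gene sets were joined by Entrez identifier, which 37268 genes had.

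Genes with at least 10 counts in at least 50% of the samples of a tissue were tested, 15012 in liver and 17749 in kidney, the filter the paper states. Counts were normalized with TMM in edgeR 4.0.16 under R 4.3.3. The paper names a one-way model through edgeR without naming the test, and edgeR's quasi-likelihood F-test with the package defaults was used, with treatment as the only term, Benjamini-Hochberg adjustment and a threshold of 0.05. Standard errors of the log2 fold changes come from the same fit. The treatment by tissue interaction was tested by the same method on the 14163 genes that passed the filter in both tissues. Exact permutation tests were two-sided over all 210 splits of 10 samples into 6 and 4, and the smallest p they can give is 0.00476. Scores of 23 sets in both tissues gave 46 comparisons, whose adjusted p was 0.548 or more. Even at the smallest p, a set alone could not pass this adjustment, so it cannot decide for a single set. Principal components and set scores used log2 CPM with a prior count of 2, each gene centred and scaled. Depth limits genes with few counts, for which counts are given.

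Gene sets were tested with fgsea 1.28.0 (10000 permutations, sets of 15 to 500 genes) on the mouse Reactome sets distributed with it, with genes ranked by signed -log10(p). The paper also used KEGG and HALLMARK sets, which were not analysed here. In addition 22 lists were written by hand, of which 21 were tested as sets with at least 4 tested genes: OXPHOS complexes I to V, cytosolic ribosomal proteins, targets of the retinoic acid receptor, Wnt/beta-catenin, cAMP/CREB and TGF-beta, genes repressed by EZH2, lipid droplet, kidney injury, de novo lipogenesis and fatty acid oxidation genes, interferon-stimulated genes, and genes abundant in liver, adipocytes, skeletal muscle, adrenal gland and blood cells. The sex genes served as a check of the labels.

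The tests, the lists, the alternatives and the rule for the genes named in the text were set before the data were examined. The rule named every gene in the paper's Tables S2 and S3, whose values in those tables had been seen, up to 5 other genes per tissue and 3 of the interaction test past the threshold, up to 5 genes per list of compound responses, lipid droplets and kidney injury past an adjusted p of 0.05 over the list alone, Axin2, Cyp26a1, Plin2 and Havcr1, the 5 liver-abundant genes with the highest mean count in liver, the first 5 genes of the adipocyte list, and a subunit each of complexes II to V. Mrap2 and Acta1 in liver and Rpsa were named after their values were seen. The values of 1 gene are not reported here.

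The alternatives were RLE size factors, DESeq2 1.42.0, limma-voom (limma 3.58.1), edgeR's likelihood ratio test, no filter, edgeR's filterByExpr, the replicate number as a block, both tissues in 1 fit, 1 surrogate variable (sva 3.50.0), and leaving out each mouse in turn. For gene sets they were the ranking by the likelihood ratio test or by limma-voom, camera with a correlation of 0.01 or an estimated one, fry, and removal of a loess trend (span 0.3) of the fold change on transcript length, GC content and expression. For principal components they were unscaled genes, the 500 genes of highest variance, no filter, RLE size factors and a prior count of 1. After the data were seen, the new quasi-likelihood method of edgeR, its robust version and the likelihood ratio test on genes with an Entrez identifier were added. Random splits of the 10 mice into 6 and 4 were drawn with a fixed seed, 100 with the real one included. Random lists of the same size, matched on length (6 bins), GC content (4 bins) and expression (6 bins), were drawn 10000 times.

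The methods were tested on simulated data made from the counts, with 200 changed genes. The quasi-likelihood test recovered 139 in liver with 2 false calls and 144 in kidney with 5, and the likelihood ratio test recovered 147 with 12 and 160 with 24. For the interaction they recovered 112 with 7 and 136 with 33 false calls among 13770 genes. A rise of 0.3 on the log2 scale in the genes of Respiratory electron transport was found by fgsea in both tissues with 0 false calls. Sets sharing a gene with it were not counted as false calls. The simulated rise was larger than the median of 0.10 seen in liver. Genes were simulated independently of each other, so this cannot show how often fgsea calls sets falsely when genes are correlated. The reference signatures, the transcriptomic clocks, the protein blots, the higher doses and the fibroblast experiments were not analysed here.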

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

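The tests of a variant behind Rpsa-ps10, of the neighbours of Zfp949 with Mrap2 counted and with filterByExpr, of skeletal muscle in a liver sample, of fat behind the lipid droplet list and of the liver-abundant and adipocyte lists over random splits were chosen only after the result was seen. Samples far from the rest of their group were found by Dixon's ratio of the gap to the range. Of 182 groups tested, 23 had such a sample (12.6%), where chance gives about 1 in 20 groups, or 9.1.

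The genes abundant in liver were lower in 7c kidneys than in vehicle kidneys (NES -2.88, 31 of 40 genes lower, 15 genes past the threshold when adjusted over the list alone and 0 over all genes tested, 16 with an unadjusted p under 0.05). Scored per mouse, 5 of 6 7c kidneys were below every vehicle kidney (exact permutation test, p = 0.0238, adjusted over 46 comparisons 0.548). In liver the list had a NES of 1.24 (adjusted p = 0.231, 29 of 45 genes higher, and 0.0104 for the liver-abundant genes without 7c replicate 2), and the difference in the 7c effect between the tissues had an exact permutation p of 0.00476 (score in liver minus score in kidney of the same replicate number), the smallest possible, or 0.110 adjusted over 23 sets. A set alone could not get below that adjusted value, nor pass over 46 comparisons, so these adjusted p cannot decide. Ces1c differed between the tissues by 2.54 on the log2 scale, and random splits gave as many genes with such a difference in 24 of 100, so chance was not excluded. A median fold change of the list as large in size was found in 5 of 100 splits, so chance was not excluded for the list either. If liver RNA or tissue in some vehicle kidneys were the source of Ces1c, Mup3, Cyp2c29 and F2, the other liver-abundant genes would be higher there too. The 36 others had a median log2 fold change of -0.54, with 27 of 36 lower in 7c kidneys (exact permutation test of their score, p = 0.0524). Of 142 genes with over 200 CPM in liver and over 100 times the kidney level, 117 were higher in vehicle kidneys (82.4%), by a median of 325 ppm of their liver level (quartiles 107 and 510). For Ces1c, Mup3, Cyp2c29 and F2 this excess was 529, 420, 487 and 593 ppm, for Alb 298, Apoa1 434, Apoa2 634 and Serpina3k 445. Trf, at 30.3 ± 7.17 CPM in 7c kidneys (SD, n = 6) and 27.5 ± 4.28 CPM in vehicle kidneys (SD, n = 4), had a log2 fold change of 0.14. These values are in line with a small share of liver RNA in vehicle kidneys, and an effect of 7c on these genes in kidney was not tested apart from it. Within the group, the kidney of 7c replicate 6 was high in Mup3 (1.99 CPM) and Serpina3k (2.86 CPM) and that of 7c replicate 3 low in F2 (0.107 CPM), and reads of Mup3 and Serpina3k are shared with near-identical genes.

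The adipocyte genes were higher in 7c kidneys (NES 2.58, 19 of 19 genes higher, 10 past the threshold when adjusted over the list alone and 0 over all genes, 11 with an unadjusted p under 0.05), with 5 of 6 7c kidneys above every vehicle kidney (exact permutation test, p = 0.0238, adjusted 0.548). A median fold change as large in size was found in 9 of 100 random splits, so chance was not excluded. Of 17 adipocyte genes other than Thrsp and Cidec, 17 were higher, with a median log2 fold change of 0.95 (exact permutation test of their score, p = 0.0238). Adipoq, Plin1, Plin4 and Fabp4 had log2 fold changes of 2.07, 2.50, 1.03 and 0.77. This is in line with more fat tissue around some 7c kidney samples, the score of these 17 genes being highest in 7c replicates 5 (1.03) and 3 (0.981). The Adipoq level of 7c replicates 1 (1.67 CPM) and 2 (1.68 CPM) lay within the vehicle range, while their Thrsp (11.2 and 5.46 CPM) was above it. In 7c replicate 1, Plin1 (2.57 CPM, vehicle at most 1.82) and the score of the 17 genes (-0.095, vehicle at most -0.109) were above every vehicle kidney. In 7c replicate 2, Plin1 (1.08 CPM) and the score (-0.386) lay within the vehicle range. A change of Thrsp in kidney cells therefore stays open, mainly from 7c replicate 2. The lipid droplet list was also higher in kidney (NES 2.02, adjusted p = 0.000906, 19 of 26 genes higher, exact permutation p of its score 0.0810). Its 22 genes outside the adipocyte list had a NES of 1.61 (p = 0.0204, exact permutation p of their score 0.181), so fat in the samples and a rise in kidney cells cannot be told apart from these values. The de novo lipogenesis list was higher in kidney (NES 1.89, adjusted p = 0.00432, 11 of 17 genes higher, 2 past the threshold when adjusted over the list alone and 0 over all genes, exact permutation p 0.243), and its 15 genes outside the adipocyte list had a NES of 1.50 (p = 0.0532). The kidney de novo lipogenesis genes were not past the threshold without 7c replicate 3 (0.0926) or vehicle replicate 2 (0.384). Plin4 was high in the kidney of vehicle replicate 4 (5.34 CPM).

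The kidney of vehicle replicate 2 had the highest vehicle score of Respiratory electron transport (1.33), Eukaryotic translation elongation (1.43), complex I (1.37), complex IV (1.57) and the cytosolic ribosomal proteins (1.50), and of Rpsa (1156 CPM). The kidney of 7c replicate 5 had similar values (1.16, 1.42, 1.01, 1.07 and 1.60, and Rpsa at 1123 CPM), so the pattern was not peculiar to a vehicle mouse. The genes of vehicle replicate 2 deviated from the kidney mean with transcript length (Spearman rho -0.34 across genes, which are not independent) and GC content (0.258). Among random lists matched on length, GC content and expression, 100% had a smaller median deviation than Respiratory electron transport (0.83 against a mean of 0.29 on the log2 scale), and the same held for Eukaryotic translation elongation (1.08 against 0.41). A trend with these measures, taken from the longest annotated transcript, therefore does not account for the whole of the pattern. A trend with the length of the expressed transcripts was not tested. A difference in the state of the sample or of the mouse stays open, and no biological explanation was tested.

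The liver of 7c replicate 6 had a skeletal muscle score of 2.42, and Acta1 at 223 CPM, where the other 9 livers had at most 0.0722 CPM. All 21 skeletal muscle genes with a count in liver were highest in it, 21 of 21, and their sum was 1267 CPM against at most 37.9 in the others. These values are in line with skeletal muscle in the sample. The list as a set had a NES of 1.54 in liver (4 tested genes, adjusted p = 0.0649, and 0.00704 to 0.0335 for the skeletal muscle genes without 7c replicate 1, 2, 3 or 4) and 0.778 in kidney (8 genes, adjusted p = 0.827). Alpk3 (2.53 CPM) was high in the same liver.

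Mrap2 had a mean of 10.5 CPM in vehicle livers (232 to 566 counts per liver) and 1 count in all 6 7c livers together, in 7c replicate 1 (0.0328 CPM). The filter of 50% of samples removed it in liver, where 4 of 10 samples had counts above 1. With no filter its adjusted p in liver was 2.68e-10, the lowest of the 4 genes past the threshold, and with filterByExpr 4.37e-07, the lowest of 2. With no filter it was past the threshold in both tissues, with Zfp949 and Rpsa-ps10. Its start is 1.4 Mb from that of Zfp949, which is lower with 7c in both tissues. In genetically heterogeneous mice, genotypes that differ by chance between 6 and 4 mice could lower neighbouring genes together. Around Zfp949, 3 of 35 neighbours within 5 Mb had an unadjusted p under 0.05 in liver (Fisher's exact p = 0.142 against the other genes) and 1 of 44 in kidney (Fisher's exact p = 1), Mrap2 not counted. With filterByExpr and Mrap2 counted (unadjusted p = 2.84e-11 in liver and 1.13e-05 in kidney), it was 4 of 36 in liver (Fisher's exact p = 0.0470) and 2 of 44 in kidney (Fisher's exact p = 0.326), a share above that of 98.2% and 84.0% of the windows around other genes. Mrap2 was the gene that drew attention to the region, so its count is no independent evidence. The counts were, around Rpsa-ps10, 2 of 43 in liver and 1 of 49 in kidney (Fisher's exact p = 0.675 and 1). With a larger share in liver alone and so few genes, a genotype and an effect of 7c on these genes cannot be told apart. For Rpsa-ps10, of the reads on Rpsa and its pseudogene, between 18.3% and 21.7% lay on the pseudogene in vehicle replicates 1, 3 and 4 in both tissues, and between 1.29% and 2.60% in the other 14 libraries, vehicle replicate 2 among them. This is in line with a variant carried by 3 mice that moves reads of Rpsa to the pseudogene. The kidney of 7c replicate 5 was high for its group (29.9 CPM).

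The total count of the kidney of 7c replicate 1 (64872000 to 5 digits) was far above the other 7c kidneys, and its PC scores were within the group, the far sample on kidney PC2 being 7c replicate 5 (1.66). The liver of 7c replicate 2 was low in the fatty acid oxidation score (-1.27) and in Atp5f1a (916 CPM). The kidney of 7c replicate 4 was high in the adrenal score (0.742), a list of 5 tested genes with 4 of 6 7c kidneys above every vehicle kidney (exact permutation test, p = 0.0476, adjusted 0.730). The liver of vehicle replicate 2 was high in Ppp1r16b (8.02 CPM) and, with 4 counts, in Tubb4a (0.115 CPM). Havcr1 in liver was 1 count in 7c replicate 4 (0.0339 CPM). For these samples no explanation was tested.

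Further lists outside those the paper discusses were past the threshold of the gene-based test. In kidney these were the interferon-stimulated genes (NES 2.17, adjusted p = 2.97e-05, 26 of 35 genes higher, exact permutation p of the score per mouse 0.162) and the blood cell genes (NES 1.87, adjusted p = 0.00331, 9 of 11 genes higher, exact permutation p 0.338). In liver they were de novo lipogenesis (NES 1.93, adjusted p = 0.00397, 16 of 17 genes higher, exact permutation p 0.300), cAMP/CREB targets (NES -1.74, adjusted p = 0.0288, 10 of 12 genes lower, exact permutation p 0.114) and fatty acid oxidation (NES 1.71, adjusted p = 0.0288, 19 of 24 genes higher, exact permutation p 0.386). Without single mice, these calls were lost for kidney interferon-stimulated genes (0.166) and blood cell genes (0.221) without vehicle replicate 1. In liver they were lost for de novo lipogenesis genes without 7c replicate 6 (0.0700) or vehicle replicate 2 (0.0524), for cAMP/CREB targets without 7c replicate 1 (0.109), 2 (0.0503) or 6 (0.0539) or vehicle replicate 3 (0.131) or 4 (0.0984), and for fatty acid oxidation genes without 7c replicate 5 (0.118) or 6 (0.136) or vehicle replicate 2 (0.0723) or 3 (0.166). None of the 21 lists was past the threshold under fry in either tissue, with 0 and 2 lists at an unadjusted p under 0.05 in liver and kidney. No explanation was tested for these 5 lists.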

How the results depend on the processing

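The new quasi-likelihood method of edgeR, its robust version and the likelihood ratio test on genes with an Entrez identifier were chosen only after the result was seen. The number of liver genes changed by 7c, 1 with the quasi-likelihood test, was 6 with DESeq2, 7 with the likelihood ratio test, 4 with no filter, 2 with filterByExpr, 0 with the replicate block (390 with an unadjusted p under 0.05 in place of 565), 4 with both tissues in 1 fit and 7 with the likelihood ratio test on genes with an Entrez identifier, and it was 1 with RLE size factors, limma-voom, 1 surrogate variable, the new method and the robust version. The number of kidney genes changed by 7c, 0 with the quasi-likelihood test, was 18 with DESeq2, 2 with limma-voom, 14 with the likelihood ratio test, 3 with no filter, 18 with both tissues in 1 fit, 1 with 1 surrogate variable, 2 with the new method and 11 with the likelihood ratio test on genes with an Entrez identifier. The number of genes changed by 7c in both tissues, 0, was 2 with DESeq2, 1 with limma-voom, 2 with the likelihood ratio test, 3 with no filter, 2 with both tissues in 1 fit, 1 with 1 surrogate variable, 1 with the new method and 2 on genes with an Entrez identifier. With each mouse left out, the liver count ranged from 0 (without vehicle replicate 4) to 2 (without 7c replicate 4 or vehicle replicate 2), the kidney count from 0 to 3 (without 7c replicate 5, and 1 without 7c replicate 6 or vehicle replicate 2) and the count for both tissues from 0 to 1 (without 7c replicate 5 or vehicle replicate 2). With the likelihood ratio test and each mouse left out, the count was 3 (without 7c replicate 5) to 18 (without vehicle replicate 2) in liver and 8 (without vehicle replicate 1) to 22 (without 7c replicate 6) in kidney. The simulated data show part of this difference between the tests, since the likelihood ratio test gave 12 and 24 false calls where the quasi-likelihood test gave 2 and 5. Otherwise the cause was not tested.

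The number of genes whose 7c effect differs between liver and kidney, 1, was 0 with the replicate block (308 with an unadjusted p under 0.05), 4 among genes passing the filter in either tissue, 22 with the likelihood ratio test and 0 with limma-voom. Without a mouse it ranged from 0 (without 7c replicate 3, vehicle replicate 1 or vehicle replicate 4) to 6 (without 7c replicate 6), with 2 without 7c replicate 4 and 3 without vehicle replicate 3. The labels do not say whether a liver and a kidney of the same number came from the same mouse. Over the 500 genes of highest variance, residuals of the liver and kidney of the same number had a correlation across genes of 0.208 to 0.466, and those of different numbers in the same treatment of -0.24 to 0.0683 (42 pairs), so the block applies to the interaction. A 7c and a vehicle sample with the same number had correlations of -0.11 to 0.0134 in liver and 0.0112 to 0.145 in kidney, so between treatments the numbers are only numbers. Within a tissue, the replicate block therefore pairs 7c and vehicle mice arbitrarily. A result lost, gained or moved under it there is no evidence for or against that result.

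The liver PC1 difference between 7c and vehicle, 0.456 SD, was -0.14 SD with the 500 genes of highest variance, on a component with a correlation of 0.428 with the original, and 0.225 to 0.905 SD without a mouse. The liver PC2 difference between 7c and vehicle was 0.192 (without vehicle replicate 4) to 1.16 SD (without 7c replicate 2, exact permutation p 0.0476). The kidney PC2 difference between 7c and vehicle, 0.942 SD, was 1.11 SD with genes not scaled and 1.29 SD with the 500 genes of highest variance, past the threshold in both, and without a mouse -0.44 (without vehicle replicate 2, on a component with a correlation of 0.419 with the original) to 1.20 SD (without vehicle replicate 4, past the threshold). The kidney PC1 difference kept its direction in the alternatives run, with an exact permutation p of 0.119 or more. The liver share of variance explained by treatment had an exact permutation p of 0.183 or more and the kidney share of variance explained by treatment one of 0.119 or more, under other scaling, genes, filter, normalization or prior count and without each mouse. The cause was not tested.

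The number of liver Reactome sets past the threshold, 36, was 22 with the ranking by the likelihood ratio test, 19 with no filter, 68 with the replicate block, 16 after the loess trend was removed, 8 with camera at a correlation of 0.01, 0 with camera at an estimated correlation and 0 with fry (6 and 15 with an unadjusted p under 0.05). Without a mouse it ranged from 5 (7c replicate 3 or vehicle replicate 2) to 120 (7c replicate 2), with 13 (7c replicate 1), 85 (vehicle replicate 4) and 93 (7c replicate 5). The number of kidney Reactome sets past the threshold, 17, was 50 with the ranking by limma-voom, 6 with no filter, 31 with the replicate block, 45 after the loess trend was removed, 32 with 1 surrogate variable, 1 with camera at a correlation of 0.01, 0 with camera at an estimated correlation and 0 with fry (8 and 13 with an unadjusted p under 0.05). Without a mouse it ranged from 0 (vehicle replicate 1) to 198 (vehicle replicate 2), with 3 (7c replicate 4), 4 (vehicle replicate 4), 28 (7c replicate 1), 53 (7c replicate 3) and 119 (7c replicate 6). The number of liver hand-written lists past the threshold, 6, was 3 with no filter, 3 with camera at a correlation of 0.01, 0 with camera at an estimated correlation and 0 with fry (0 lists at an unadjusted p under 0.05 with both), and 1 (without 7c replicate 6) to 12 (without 7c replicate 2), with 10 without 7c replicate 4 and 3 without vehicle replicate 2. The number of kidney hand-written lists past the threshold, 7, was 11 with 1 surrogate variable, 0 with camera at an estimated correlation and 0 with fry (2 lists at an unadjusted p under 0.05 with both), and 4 (without vehicle replicate 1) to 10 (without vehicle replicate 2). Camera and fry take account of the correlation between genes, which fgsea does not. Fry also asks another question, whether the genes of a set change at all, where fgsea and camera compare them with the other genes. The counts of fry and fgsea are therefore not directly comparable. Otherwise the cause was not tested.

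The adjusted p of liver Respiratory electron transport and liver Eukaryotic translation elongation, 2.40e-05 and 7.95e-06, was 0.999 for both with camera at an estimated correlation and 0.991 for both with fry. Without a mouse it ranged from 1.15e-12 (7c replicate 2) to 0.334 (7c replicate 3) for Respiratory electron transport, with 0.178 without vehicle replicate 2, and from 1.06e-14 to 0.841 for Eukaryotic translation elongation without the same mice, with 0.0774 without vehicle replicate 2. For kidney Respiratory electron transport the adjusted p, 0.975, was past the threshold in the opposite direction with 1 surrogate variable (6.01e-05). Without a mouse it ranged from 1.79e-09 (vehicle replicate 2, higher with 7c) to 1 (vehicle replicates 1 and 4), in the opposite direction without 7c replicates 4 (0.937) and 5 (0.448) or vehicle replicates 1 (1), 3 (0.758) and 4 (1). For kidney Eukaryotic translation elongation the adjusted p, 0.115, was past the threshold with the ranking by limma-voom (0.000822) and, in the opposite direction, with 1 surrogate variable (0.0158). Without a mouse it ranged from 2.59e-23 (vehicle replicate 2) to 1 (vehicle replicates 1, 3 and 4), past the threshold also without 7c replicates 1 (0.00711), 3 (0.00148) and 6 (0.000843), and in the opposite direction without 7c replicate 5 (0.779) or vehicle replicate 3 (1). The cause was not tested.

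The adjusted p of liver OXPHOS complex I subunits, 0.0232, was 0.0811 with no filter, 0.0657 with camera at a correlation of 0.01, 0.762 with camera at an estimated correlation and 0.718 with fry, and 8.55e-07 (without 7c replicate 2) to 0.414 (without 7c replicate 3) without a mouse, with 0.131 and 0.0539 without 7c replicates 1 and 6 and 0.238 without vehicle replicate 2. The adjusted p of liver OXPHOS complex V subunits, 0.0325, was 0.0668 with the ranking by the likelihood ratio test, 0.154 with no filter, 0.0574 with camera at a correlation of 0.01, 0.762 with camera at an estimated correlation and 0.718 with fry, and 0.00213 (without 7c replicate 2) to 0.238 (without vehicle replicate 2) without a mouse, with 0.0884, 0.0962 and 0.0700 without 7c replicates 1, 3 and 6 and 0.0536 without vehicle replicate 4. Without a mouse, liver OXPHOS complex II subunits had 0.179 (7c replicate 2) to 0.941 (7c replicate 1), in the opposite direction without 7c replicate 3 (0.766), liver OXPHOS complex III subunits 0.0246 (7c replicate 2) to 0.301 (vehicle replicate 2), and liver OXPHOS complex IV subunits 0.0102 (7c replicate 2) to 0.911 (vehicle replicate 2), with 0.0190 without 7c replicate 5. The cause was not tested.

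Among the genes named, the log2 fold change of liver Axin2, 0.00 on the negative side, was 0.0003 with RLE size factors, 0.0069 with limma-voom, 0.0112 with no filter, 0.0385 with the replicate block, 0.0029 with both tissues in 1 fit and 0.0187 with 1 surrogate variable, and -0.15 to 0.114 without a mouse. The value of liver Plin2 was -0.0578 with the replicate block and -0.0191 with 1 surrogate variable, and -0.0109 to 0.0799 without a mouse. That of kidney Havcr1 was 0.489 with limma-voom, 1.03 with the replicate block and 1.27 with 1 surrogate variable, and -0.48 to 0.787 without a mouse. That of kidney Axin2 was -0.33 to 0.521 without a mouse. With the replicate block, kidney Trf was -0.0242, liver Uqcrc2 -0.0209 and liver Atp5f1a -0.0014. That of liver mt-Co1 was -0.0352 with 1 surrogate variable and -0.10 to 0.130 without a mouse. The cause was not tested. The other named genes kept their direction under every alternative that gave a value. Depth limits Alpk3 and Tubb4a, which did not pass the filter without 7c replicate 1, 2, 3, 5 or 6 and then gave no value.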

Differences from the paper's values

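Of the settings below, the new quasi-likelihood method of edgeR, its robust version and the likelihood ratio test on genes with an Entrez identifier were chosen only after the result was seen. The paper's tables list 7 genes in liver, 10 in kidney and 2 in both, where the quasi-likelihood test gave 1, 0 and 0. Of the alternatives set before the data were examined, DESeq2 (6) and the likelihood ratio test (7) came within 1.5 times of the paper's liver count, and the likelihood ratio test alone of its kidney count (14). RLE size factors, limma-voom, no filter, filterByExpr, the replicate block, both tissues in 1 fit, 1 surrogate variable and each mouse left out did not in either tissue, nor did DESeq2 in kidney (18). For the genes in both tissues, DESeq2 (2), the likelihood ratio test (2), no filter (3) and both tissues in 1 fit (2) came within that range, and the other alternatives did not. The likelihood ratio test called 7 of the paper's 7 liver genes and 0 others, and 10 of its 10 kidney genes and 4 others (Gm56714, Gm7049, Btf3l4b and Serpina3k). DESeq2 called 6 of 7 and 10 of 10, with 0 and 8 others. Both tissues in 1 fit called 4 and 8 of them, with 0 and 10 others, no filter 3 and 3, with 1 other in liver (Mrap2) and 0 in kidney, and limma-voom 1 and 2. The surrogate variable called 1 and 1, filterByExpr 1 and 0, with 1 other in liver (Mrap2) and 0 in kidney, and RLE size factors 1 and 0. The likelihood ratio test on genes with an Entrez identifier, chosen after the values were seen, called 7 and 10 of them with 0 and 1 others, dropping 0 of the paper's genes, and the new quasi-likelihood method, also chosen after, called 1 and 2, dropping 6 and 8. Leaving out 7c replicate 4 or vehicle replicate 2 called 2 of the liver genes, and leaving out 7c replicate 5, 7c replicate 6 or vehicle replicate 2 called 3, 1 and 1 of the kidney genes.

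The log2 fold changes of all 16 table entries compared lay within the error of the paper's, while the adjusted p did not. In liver, the paper's adjusted p and that of the quasi-likelihood test were 7.82e-10 and 0.00591 for Zfp949, 0.000318 and 0.120 for Rpsa-ps10, 0.0023 and 0.179 for Cyp46a1, 0.00457 and 1.00 for Alpk3, 0.00457 and 0.880 for Hhipl1, 0.00745 and 1.00 for Tubb4a, and 0.028 and 0.723 for Ppp1r16b. In kidney they were 1.67e-09 and 0.0987 for Mrap2, 2.85e-07 and 0.0686 for Zfp949, 2.43e-06 and 0.186 for Rpsa-ps10, 1.66e-05 and 0.344 for Ces1c, 0.00174 and 0.591 for Mup3, 0.0023 and 0.671 for Thrsp, 0.0316 and 0.997 for Cyp2c29, 0.0316 and 0.997 for F2, and 0.0361 and 0.997 for Cidec. The first value of each pair is the paper's. The likelihood ratio test came within 1.5 times of the paper's adjusted p for 7 of 16, which were Ppp1r16b in liver (0.0214) and, in kidney, Rpsa-ps10 (1.96e-06), Mup3 (0.00174), Thrsp (0.00211), Cyp2c29 (0.0277), F2 (0.0293) and Cidec (0.0311). DESeq2 did so for 3, Rpsa-ps10 in liver (0.000229) and Mrap2 (1.16e-09) and F2 (0.0370) in kidney. Both tissues in 1 fit did so for Cyp46a1 (0.00316) and Mup3 (0.00238), and no filter for Cyp46a1 (0.00225). RLE size factors, limma-voom, filterByExpr, the replicate block, 1 surrogate variable and each mouse left out did so for 0 of the 16.

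Of 42 terms in the paper's set tables, 28 are Reactome sets, of which 12 could be matched by name. A NES was taken as within the paper's range when it had the same sign and differed by no more than the SD of the NES over the fits with 1 mouse left out, which was 0.180 to 1.27 between the sets. This held for 10 of the 12. For Metabolism of amino acids and derivatives in liver the paper's NES is 1.763 and the value here 1.53, and it came within the paper's range without 7c replicate 3 (1.57), without 7c replicate 5 (1.63) and without vehicle replicate 3 (1.63), not under the other alternatives. For MHC class II antigen presentation in liver the paper's NES is 1.809 and the value here 1.45, and it came within that range with the replicate block (1.84), with 1 surrogate variable (1.75) and without 7c replicate 6 (1.80), not under the others. The 12 sets are past the threshold in the paper's tables, and 9 were here. The others were Eukaryotic Translation Elongation in kidney (the paper's NES 1.992 and adjusted p 0.00836, here 1.47 and 0.115, with an SD of 1.27), MHC class II antigen presentation in liver (the paper's adjusted p 0.00839, here 0.195) and Post-chaperonin tubulin folding pathway in liver (the paper's 0.027, here 0.0681). The kidney Eukaryotic Translation Elongation set was past the threshold and higher with the ranking by limma-voom (0.000822), without 7c replicate 1 (0.00711), 3 (0.00148) or 6 (0.000843) and without vehicle replicate 2 (2.59e-23), and past it and lower with 1 surrogate variable (0.0158). MHC class II antigen presentation was past it with the replicate block (0.00551), 1 surrogate variable (0.0122) and without 7c replicate 5 (0.0356) or 6 (0.00734), and Post-chaperonin tubulin folding pathway with the ranking by limma-voom (0.0162), the replicate block (0.0205), 1 surrogate variable (0.0307) and without vehicle replicate 3 (0.0200). Under the other settings they were not.

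The paper states that Zfp949 and Rpsa-ps10 were lower with 7c in both tissues. Both had a lower mean in both tissues, with log2 fold changes of -1.29 and -3.24 in liver and -1.02 and -2.56 in kidney, and with the quasi-likelihood test Zfp949 in liver alone was past the threshold. The paper states that sets of OXPHOS and ribosomal organization were upregulated by 7c. In liver, 17 of the 36 sets past the threshold had over 30% of their genes in Respiratory electron transport or Eukaryotic translation elongation, and in kidney 0 of 17 did, while the list of cytosolic ribosomal proteins was past the threshold in both tissues (NES 2.31 and 2.09). The list of cytosolic ribosomal proteins was not past it in liver without 7c replicate 3 (0.0962), or in kidney without 7c replicate 5 (0.996) or vehicle replicate 1 (0.864), 3 (0.979) or 4 (0.0713).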

Other observations

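The tests of the likelihood ratio counts over random splits and of genotypes around Cyp46a1 and Hhipl1, with and without genes far higher in liver, were chosen only after the result was seen. Random splits of the 10 mice, 100 with the real one included, gave as many genes as the real split in 19 in liver, in 100 in kidney and in 100 for both tissues, where the kidney and shared counts of the real split were 0, so that these last outcomes were fixed and say nothing about chance. With the likelihood ratio test, splits with as many genes numbered 38 in liver, 11 in kidney and 8 for genes shared by both tissues. A NES as far from 0 was found in 40 splits for Respiratory electron transport in liver, in 45 for Eukaryotic translation elongation in liver and in 75 for Eukaryotic translation elongation in kidney. Apart from the kidney and shared counts of 0, chance was not excluded for these results.

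The rise of Respiratory electron transport and Eukaryotic translation elongation in 7c livers was tested against a trend of the fold change with transcript length, GC content and expression. Across genes, the liver log2 fold change had a Spearman rho of -0.13 with length and 0.173 with GC content, genes not being independent replicates. After the trend was removed, both sets were still past the threshold, with a NES of 1.85 (adjusted p = 0.0245) and 1.76 (adjusted p = 0.0228). Of the matched random lists, 100% and 99.95% had a lower median. A trend with these measures therefore does not account for the whole rise. Length and GC content were those of the longest annotated transcript, which need not be the one expressed. A trend with the length of the expressed transcripts was not tested and stays open. In kidney the tests of Eukaryotic translation elongation went apart. Its NES was 1.04 (adjusted p = 0.755) after the trend was removed, while 99.4% of the matched random lists had a lower median (0.10 against a mean of 0.05), so a trend in kidney stays open.

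Cyp46a1, Alpk3, Hhipl1 and Tubb4a were tested for a few mice with high values. Of the 24 values of these genes in 7c livers, 23 were above all vehicle livers in CPM, so that the rise does not rest on 1 or 2 mice. Among the 23 is Tubb4a of 7c replicate 4, which had the same 4 counts as vehicle replicate 2 and was higher only in CPM (0.135 and 0.115). Without the highest 7c liver, the likelihood ratio test gave an adjusted p of 1.39e-05 for Cyp46a1 and 0.0707 for Hhipl1, and Alpk3 and Tubb4a did not pass the filter. Cyp46a1 and Hhipl1 start 28.2 kb apart. Within 5 Mb of Cyp46a1, 11 of 116 neighbours had an unadjusted p under 0.05 in liver (Fisher's exact p = 0.0041) and 9 of 127 in kidney (Fisher's exact p = 0.00586), a share above that of 96.8% and 96.9% of the windows around other genes. Hhipl1 is not among these neighbours, and with it the counts were 12 of 117 (Fisher's exact p = 0.00149) and 9 of 128 (Fisher's exact p = 0.00641). Serpina3k, which is abundant in liver, is 1 of the 9 in kidney. Without the genes far higher in liver the kidney count was 8 of 117 (Fisher's exact p = 0.00828), above 96.2% of the windows. Cyp46a1 itself did not differ in kidney, with 3.00 ± 0.812 CPM with 7c (SD, n = 6) and 2.99 ± 0.697 CPM with vehicle (SD, n = 4, log2 fold change 0.00, adjusted p = 1.00). The 7c effect on Cyp46a1 was higher in liver than in kidney by 4.24 on the log2 scale (adjusted p = 0.0842). Hhipl1 had 0.831 ± 0.422 CPM in 7c kidneys and 0.402 ± 0.306 CPM in vehicle kidneys. Its kidney log2 fold change was 1.045 (standard error 0.748, adjusted p = 0.997), with 5 of 6 7c kidneys above every vehicle kidney. Of these neighbours, Adss1 alone was under 0.05 in both tissues, and 2 of 11 in liver and 4 of 9 in kidney were lower with 7c. Fisher's test takes neighbouring genes as independent, which they may not be. Genotypes of the region that differ by chance between the groups stay possible. For Cyp46a1 they would have to act in liver and not in kidney, and for most neighbours in 1 tissue. An effect of 7c on genes of the region was not excluded.

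Of the genes that read the compounds of 7c, Axin2, a target of Wnt signalling, had a log2 fold change of 0.00 in liver and 0.08 in kidney, where its direction changed without vehicle replicate 2 (-0.33). Cyp26a1, a target of the retinoic acid receptor, had a log2 fold change of -0.44 in liver (adjusted p = 1.00 over all genes and 0.0432 adjusted over the list alone, below the vehicle range in 6 of 6 7c livers) and 0.25 in kidney (adjusted p = 0.997, 2 of 6 above the vehicle range). Plin2 had a log2 fold change of 0.03 in liver and 0.62 in kidney (adjusted p = 0.997, 1 of 6 above the vehicle range). Havcr1, which encodes KIM-1, had a log2 fold change of -0.09 in kidney (10.5 ± 9.12 CPM with 7c, n = 6, and 11.2 ± 12.2 CPM with vehicle, n = 4). These values are of the low dose, and the higher doses were not analysed here.

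The remaining lists were not past the threshold with all mice. In liver the NES was -1.14 for retinoic acid receptor targets (median log2 fold change 0.02, the opposite sign), 1.38 for Wnt/beta-catenin targets, 0.989 for TGF-beta targets, 0.880 for genes repressed by EZH2 (mean -0.05 and median 0.15), 1.54 for lipid droplet genes, 0.985 for kidney injury genes (median -0.05), 1.08 for interferon-stimulated genes, 1.55 for adipocyte genes, 0.852 for adrenal genes (median -0.00) and 1.59 for blood cell genes, with adjusted p from 0.0661 to 0.661. In kidney it was -1.00 for retinoic acid receptor targets (mean 0.03), -0.86 for Wnt/beta-catenin targets, -0.75 for cAMP/CREB targets (mean 0.00), 1.61 for TGF-beta targets, 0.980 for genes repressed by EZH2, -1.20 for kidney injury genes, -0.98 for fatty acid oxidation genes (median 0.03) and 1.25 for adrenal genes, with adjusted p from 0.0623 to 0.840. Without single mice, calls were gained in kidney for TGF-beta targets (0.00873 to 0.0293, without 7c replicate 1, 3, 4 or 6 or vehicle replicate 2 or 3) and kidney injury genes (0.0112, without vehicle replicate 4). In liver they were gained for Wnt/beta-catenin targets (0.0426 and 0.0279, without 7c replicate 3 or vehicle replicate 2), lipid droplet genes (0.0288, 0.0354 and 0.0307, without 7c replicate 2 or 4 or vehicle replicate 4), adipocyte genes (0.00943 to 0.0377, without 7c replicate 2, 3 or 4 or vehicle replicate 4) and blood cell genes (0.00896 to 0.0495, without 7c replicate 1, 2, 3 or 4). Scored per mouse, exact permutation p of these lists were 0.167 or more, apart from the adrenal genes in kidney.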
